# Transcriptomic analysis of the seminal vesicle response to the reproductive toxicant acrylamide

**DOI:** 10.1186/s12864-021-07951-1

**Published:** 2021-10-08

**Authors:** David A. Skerrett-Byrne, Brett Nixon, Elizabeth G. Bromfield, James Breen, Natalie A. Trigg, Simone J. Stanger, Ilana R. Bernstein, Amanda L. Anderson, Tessa Lord, R. John Aitken, Shaun D. Roman, Sarah A. Robertson, John E. Schjenken

**Keywords:** Acrylamide, Reproduction, Reproductive toxicant, Seminal vesicle, Transcriptomics

## Abstract

**Background:**

The seminal vesicles synthesise bioactive factors that support gamete function, modulate the female reproductive tract to promote implantation, and influence developmental programming of offspring phenotype. Despite the significance of the seminal vesicles in reproduction, their biology remains poorly defined. Here, to advance understanding of seminal vesicle biology, we analyse the mouse seminal vesicle transcriptome under normal physiological conditions and in response to acute exposure to the reproductive toxicant acrylamide. Mice were administered acrylamide (25 mg/kg bw/day) or vehicle control daily for five consecutive days prior to collecting seminal vesicle tissue 72 h following the final injection.

**Results:**

A total of 15,304 genes were identified in the seminal vesicles with those encoding secreted proteins amongst the most abundant. In addition to reproductive hormone pathways, functional annotation of the seminal vesicle transcriptome identified cell proliferation, protein synthesis, and cellular death and survival pathways as prominent biological processes. Administration of acrylamide elicited 70 differentially regulated (fold-change ≥1.5 or ≤ 0.67) genes, several of which were orthogonally validated using quantitative PCR. Pathways that initiate gene and protein synthesis to promote cellular survival were prominent amongst the dysregulated pathways. Inflammation was also a key transcriptomic response to acrylamide, with the cytokine, *Colony stimulating factor 2* (*Csf2*) identified as a top-ranked upstream driver and inflammatory mediator associated with recovery of homeostasis. *Early growth response* (*Egr1*), *C-C motif chemokine ligand 8* (*Ccl8*), and *Collagen, type V, alpha 1* (*Col5a1*) were also identified amongst the dysregulated genes. Additionally, acrylamide treatment led to subtle changes in the expression of genes that encode proteins secreted by the seminal vesicle, including the complement regulator, *Complement factor b* (*Cfb*).

**Conclusions:**

These data add to emerging evidence demonstrating that the seminal vesicles, like other male reproductive tract tissues, are sensitive to environmental insults, and respond in a manner with potential to exert impact on fetal development and later offspring health.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07951-1.

## Background

Paternal events and exposures prior to conception have biological effects extending beyond fertility to impact the development and health of subsequent generations [1–3]. While genetic and epigenetic modifications to sperm partly explain paternal programming effects, emerging evidence demonstrates that information is also transmitted to offspring via alterations in seminal plasma composition that affect sperm and interact with the female reproductive tract after mating [4–7].

Chief among the male accessory sex glands, secretions of the seminal vesicle are a major contributor to seminal plasma in most mammalian species [8, 9]. The primary function of the seminal vesicles is to synthesise and secrete a diverse array of bioactive factors, with functional roles in semen coagulation, regulation of sperm function, and modulation of the female reproductive tract immune response [5, 6, 9, 10]. Broadly speaking, these functions promote the likelihood of male reproductive success and are conserved across mammalian species, despite species differences in reproductive strategy and tissue anatomy [8–10].

Notably, seminal vesicle secretions exhibit high levels of plasticity in response to changing paternal environments [11–13]. Several studies report seminal vesicle responsiveness to paternal physiological disturbances and environmental insults such as metabolic disorder [14], nutritional deficiency [15], endocrine disrupting compound exposure [16], and heat or psychosocial stress [13, 17]. While seminal vesicle secretions are influenced by circulating androgens and estrogens, hormonal control appears to primarily regulate the secretory capacity of the seminal vesicles, as opposed to the composition of their secretions [18–21]. For example, male mice administered testosterone have increased seminal vesicle secretory activity, but their immune-stimulating activity in the female reproductive tract after mating remains unchanged [22], while social status in mice alters seminal vesicle secretory capacity and composition in a manner thought to be independent of androgens [23]. These data imply that other as yet uncharacterised factors exert influence on the composition of seminal vesicle secretions [6, 24] and thus highlight a pressing need for additional research to characterise seminal vesicle physiology.

We have recently begun to address this knowledge gap by applying advanced proteomic and bioinformatics platforms to provide greater insight into the complexity of mouse seminal vesicle function [2]. In these studies, we utilised a well-established acute acrylamide exposure model [25–29] to demonstrate that the seminal vesicles rapidly respond to this model reproductive toxicant in a manner consistent with imparting consequences for fetal development and later offspring health. The exposure regimen, which featured administration of supra-physiological concentrations of acrylamide, elicited substantially increased rates of fetal loss without an attendant reduction in sperm fertilising ability [25]. Our findings also provide evidence that the male transfers the burden of acrylamide stress to the female reproductive tract, through mechanisms that are independent of sperm DNA damage [25]. Since the nature of these paternal stress signals and the timing of their transfer to spermatozoa remain unresolved, here we performed RNA-seq analysis to assess the seminal vesicle tissue transcriptome under normal physiological conditions, and to determine the extent of dysregulation resulting from acute acrylamide exposure. This strategy offers the promise of enhancing understanding of mouse seminal vesicle tissue physiology and identifying key molecular pathways that regulate its response to paternal stressors [30].

## Results

### Global transcriptomic analysis of mouse seminal vesicles

Initially, we undertook a transcriptomic characterisation of mouse seminal vesicles using the DNBSeq platform. 

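RNA of seminal vesicle tissue from 4 vehicle-treated Swiss mice was sequenced on the DNBSeq platform, after the fluid had been removed and the prostate dissected off. The seminal vesicle is a male accessory gland whose epithelium secretes most of the fluid of the ejaculate, and its wall holds smooth muscle, connective tissue, vessels and nerves. The libraries were poly(A)-selected and read as pairs of 100 bases. The authors removed low-quality reads with SOAPnuke, mapped the rest to the mouse genome (mm10) with Hisat2, predicted further genes with StringTie and Cuffcompare, kept those with coding potential by CPC, and counted reads per gene with RSEM. They then divided the reads by DESeq2 size factors and gave a single value per gene and group, and the control value is used here. In genes with few reads, the mean of both group values is the mean of the normalised reads over all libraries, and its division between the groups follows the fitted fold change. The value is on the scale of normalised reads without correction for gene length, and it carries no spread between mice, so levels in control tissue are given without an SD. Summed over all genes, the authors' deposited table holds 30956651 normalised reads per control library. From it, ranks, shares of the sum and counts of genes above a level were computed. By identifier, 16609 of the 16648 known genes were matched to an annotation of the same genome build to obtain positions. Another annotation gave a transcript length for 16484 genes, which was used to repeat the shares per unit of length.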

Transcriptomic analysis of control seminal vesicle tissue returned a complex core transcriptome of 17,258 genes (Additional file 1, Table A1). 

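Every gene of the 17258 had a value above 0 in control tissue. Ccl21a, a chemokine of lymphatic vessels, ranked last, with no read in any control library and a value above 0 from the fit. At the other end, Svs2, a seminal vesicle secretory protein that forms part of the copulatory plug, ranked first and alone took 20.3% of the normalised reads. The genes comprised 16648 known genes and 610 predicted genes, which is 3.53% predicted genes. Of all genes, 12907 lay above a control level of 10.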

Filtering to remove lowly abundant genes (< 1 average normalised expression across sample replicates (DESeq2)) resulted in a final set of 15,304 genes for downstream analyses. 

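The genes kept by this filter spanned a wide range of levels. Their median level in control tissue was 151.8 normalised reads, with quartiles at 27.7 and 440.6. At the top, 1% of the genes lay above 6057, against the 6272385 in the authors' deposited table for Svs2. Regulators named by the study lay within this range: Myc, a transcription factor of cell growth, ranked 2645 of all genes, Trp53, the tumour suppressor, 4499, and Fas, a death receptor, 7614. With the mean of both groups in place of the control mean, 15345 genes lay above 1.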

Each replicate had high correlation coefficients (0.976 average, Additional file 2, Fig. A1)*.* The majority of the transcriptome consisted of known genes (14,774, 97%), but additionally uncovered 530 (3%) previously unidentified, predicted novel genes outside the regular mouse gene annotation using Cufflinks and Coding Potential Calculator (CPC) (Fig. 1A; Additional file 1, Table A1). Additionally, 13,008 of the 15,304 identified genes mapped to reviewed proteins from UniProt, and of these, 4651 were detected in our recent mouse seminal vesicle proteomic analysis (93% coverage of proteomic data) (Fig. 1B). 

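Predicted genes had a lower median level than known genes, but 1 of them was among the most abundant transcripts of the gland. The median control level was 52.97 for predicted genes above 1 and 156.6 for known genes above 1. Together the predicted genes held 3.65% of the normalised reads in control tissue. Most of this came from BGI_novel_G000662, which alone held 3.03% and ranked 6 of all genes, between Svs6 and Svs3a, both seminal vesicle secretory proteins. Its level was nearly the same in acrylamide treated tissue, with a log2 fold change of 0.05 in the authors' deposited table (derived standard error 0.0668). Above a level of 150, 149 of 7696 genes were predicted ones. The sources used here give no sequence or position for the predicted genes.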

Notably, using data from the Mouse Genome Informatics Phenotypes/Alleles project and the International Mouse Phenotyping Consortium, 431 of the genes detected in our seminal vesicle transcriptomic analysis have previously been associated with either male fertility, or seminal vesicle phenotypes (Additional file 1, Table A1).

**Fig. 1:**
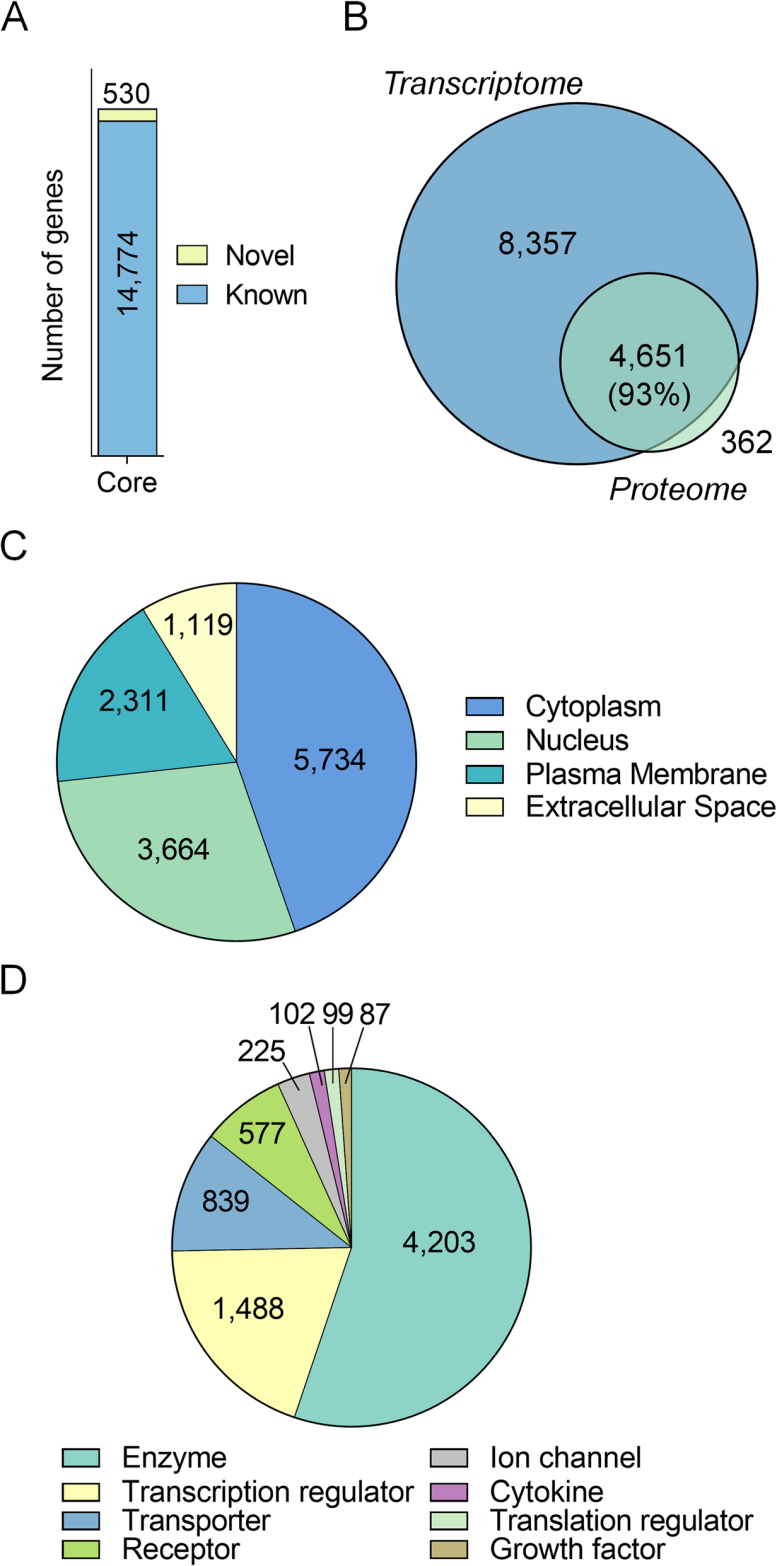
Characterisation and functional annotation of the mouse seminal vesicle transcriptome. **A** Genes detected in the seminal vesicle were determined using the average normalised expression values calculated using DeSeq2. Expression levels were filtered to remove lowly abundant genes with an average expression ≤1. Detected genes were further separated into novel (yellow) or known (blue). Numbers presented within the column represent the number of genes within each category. **B** Genes detected in the mouse seminal vesicle were further compared to seminal vesicle proteomic data using a Venn diagram. Functional annotation of the seminal vesicle transcriptome using Ingenuity Pathway Analysis revealed the predicted **C** cellular localisation and **D** biological function of the detected genes. All graphical components were generated using Prism (version 9.0.0)

To gain an overview of the cellular localisation and potential functions of the genes expressed in mouse seminal vesicles, we utilised Ingenuity Pathway Analysis (IPA) [15], which successfully annotated 14,773 of the 15,304 (97%) genes identified in control seminal vesicle tissue. The dominant cellular localisation assigned to the encoded gene products was cytoplasm (5734 genes, 39%), followed by nucleus (3664 genes, 25%), plasma membrane (2311 genes, 16%) and extracellular space (1119 genes, 8%) (Fig. 1C), with 1945 genes (12%) not assigned a specific category (data not shown). Classification of the functional category to which each gene product was assigned revealed that the most common categories were enzymes (4203, 28%), followed by transcription regulators (1488 genes, 10%), transporters (839 genes, 6%), receptors (577 genes, 4%) and ion channels (225 genes, 2%) (Fig. 1D). Genes classified as cytokines, translation regulators, and growth factors constituted less than 1% of the transcriptome, while 7153 (48%) were not assigned a functional category and are not presented in this analysis.

### Genes that encode secreted proteins are amongst the most abundant genes in the seminal vesicle

Taking into account that the primary function of seminal vesicle tissue is to produce and secrete bioactive factors that influence both male gametes and female reproductive tract function [6, 9], we next compared the genes identified in seminal vesicle tissue with that of proteins detected in seminal vesicle fluid. To achieve this, we initially curated the seminal vesicle transcriptome based upon the average gene expression (transcripts per million, TPM) and collated proteomic data of seminal vesicle fluid from three published proteomic datasets [23, 31, 32]. Seminal vesicle fluid proteins were mapped to their corresponding mouse annotation resulting in a final list of 81 genes. Of these, 70/81 (86%) were detected in the seminal vesicle transcriptome (Additional file, Table A2). 

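Control tissue was dominated by transcripts of the secreted proteins of the gland. The 20 most abundant genes held 76.9% of the normalised reads, and the 10 most abundant 71.5%. All 7 measured Svs genes, which encode proteins of the seminal coagulum, were among them and held 65.0%. Svs2 (identifier 53878, chromosome 2 from 164235929 to 164238341) led the list, with 18.8% for the next gene, Svs5 (identifier 20944, chromosome 2 from 164332765 to 164334394), and 11.7% for Svs4 (identifier 20941, chromosome 2 from 164275956 to 164278307), all in the annotation of mm10. Svs1 followed with 6.58%, Svs6 with 3.07%, Svs3a with 2.61% and Svs3b with 2.03%. Other secreted proteins in this group were Ceacam10 with 1.84%, Pate4 with 1.65%, Sva with 1.14% and the protease inhibitor Spinkl with 0.781%. Genes of general function were few: B2m, the light chain of class I molecules, ranked 13, and the elongation factor Eef1a1 ranked 16. Divided by transcript length, the share of the 20 genes was 84.9%, and Svs5 ranked first, before Svs4 and Svs2.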

Amongst the top 20 most abundant genes, 15 (75%, Fig. 2A; Additional file, Table A2), encode proteins secreted by the seminal vesicles with seven identified as members of the *seminal vesicle secretory protein (Svs)* family, which play a crucial role in copulatory plug formation [24]. Additionally, 23/81 (28%) ranked in the top 50 of the most abundant seminal vesicle as measured based upon average TPM genes (Fig. 2B).

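All 23 abundant genes of secreted proteins named in Fig. 2B ranked between 1 and 50 in control tissue and together held 73.3% of the normalised reads. Beyond the Svs genes they included Dnase2b, a DNase, which ranked 21, Nucb2, the precursor of nesfatin, which ranked 22, and Serpine2, a serine protease inhibitor, which ranked 24. Chaperones of the endoplasmic reticulum, where secreted proteins fold, were also present: P4hb ranked 30, Calr 32 and Hspa5 41, and the sulfhydryl oxidase Qsox1 ranked 29. The study chose these genes for their abundance in the same libraries, so their rank is not independent evidence. Over the 50 most abundant genes the share was 78.9%, and over the 1000 most abundant 88.6%.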

**Fig. 2:**
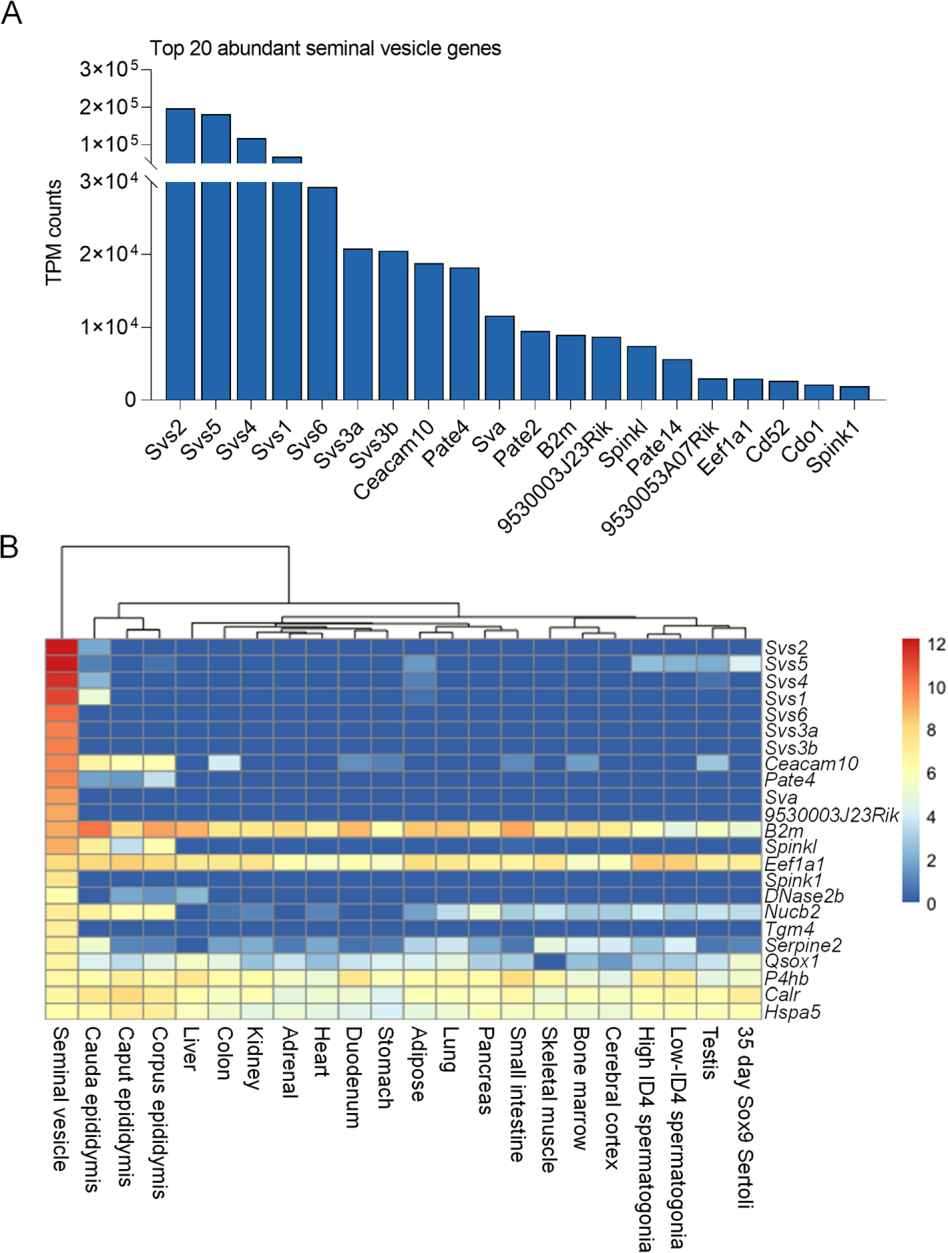
Genes that encode secreted proteins are amongst the most abundant genes in the seminal vesicle **A** Seminal vesicle genes were filtered based on their transcript per million (TPM) expression level and the 20 most abundant seminal vesicle genes are ranked and presented as a column graph. **B** Highly abundant seminal vesicle secreted proteins were then compared to existing transcriptomics datasets to determine expression levels across a variety of tissue types. Data are presented as a heat map using log2 calculated TPM expression levels and show expression of: Seminal vesicle, Epididymis (caput, corpus, cauda), Liver, Colon, Kidney, Adrenal gland, Heart, Duodenum, Stomach, Adipose tissue, Lung, Pancreas, Small intestine, Skeletal muscle, Bone marrow, Cerebral cortex, high ID4 Spermatogonia, low ID4 Spermatogonia, Testis, and Sertoli cells

To compare the specificity of the seminal vesicle transcriptome with that of other mouse tissues, we interrogated data from a recent large scale discovery study of male reproductive tract specific genes [33] (Fig. 2B). Using this approach in combination with hierarchical clustering, highly abundant gene products secreted from the seminal vesicles formed a distinct cluster with uniquely high expression of *Svs2*, *Svs5*, *Svs4*, *Svs1*, *Svs6*, *Svs3a*, *Svs3b*, *Seminal vesicle antigen* (*Sva*), *RIKEN cDNA 9530003J23 gene* (*9530003J23Rik*), *Serine peptidase inhibitor, Kazal type 1* (*Spink1*), *Deoxyribonuclease II beta* (*Dnase2b*) and *Transglutaminase 4* (*Tgm4*). Notably, while the seminal vesicles exhibited the highest expression of *Carcinoembryonic antigen-related cell adhesion molecule 10* (*Ceacam10*), *Prostate and testis expressed 4* (*Pate4*), *and Serine protease inhibitor, Kazal type-like* (*Spinkl*), high expression was also observed in other reproductive tract tissues including the epididymis (*Ceacam10, Pate4, Spinkl*). By contrast, genes such as *Beta 2 microglobulin* (*B2m*)*, Eukaryotic translation elongation factor 1 alpha 1* (*Eef1a1*)*, Nucleobindin 2* (*Nucb2*)*, Serine (or cysteine) peptidase inhibitor, clade E, member 2* (*Serpine2*)*, Quiescin Q6 sulfhydryl oxidase 1* (*Qsox1*)*, Prolyl 4-hydroxylase, beta polypeptide* (*P4hb*)*, Calreticulin* (*Calr*)*,* and *Heat shock protein 5* (*Hspa5)* showed broad expression across tissue types (Fig. 2B).

### Functional characterisation of mouse seminal vesicle genes using ingenuity pathway analysis

IPA was next used to predict canonical pathways, upstream regulators and downstream molecular and cellular, and physiological system functions associated with genes expressed in the mouse seminal vesicle (Fig. 3A-C; Additional file 1, Table A3–5). 

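Most gene groups fixed here for the secretory and metabolic work of the gland lay almost wholly above a level of 150 in control tissue. All 74 measured genes of oxidative phosphorylation, all 47 of the secretory machinery and 33 of 34 genes of the response to stress in the endoplasmic reticulum were above it. Of 80 ribosomal protein genes 76 were above it, of 40 proteasome genes 38, and of 44 translation initiation and elongation factors 42. Groups of the immune system and of dividing cells lay mostly below it, with 7 of 50 cytokines and chemokines, 13 of 27 complement genes and 6 of 65 cell cycle genes above. In all, 7696 genes had a control mean above 150, of which 7547 were known genes. With the mean of both groups, 7726 genes passed.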

As IPA is limited to the curation of a maximum of 8000 molecules in any one analysis, we restricted our assessment to those core genes with a normalised expression across sample replicates (DESeq2) > 150 (comprising 7554 analysis ready genes). Given that reproductive hormones are pivotal in all aspects of seminal vesicle development and function [10, 18, 19], we initially performed a targeted analysis and explored the association of seminal vesicle genes with endocrine function. Indeed, within the seminal vesicle transcriptome, evidence of the hormonal responsiveness of this tissue was observed with estrogen receptor signalling (189 genes, 58.9% coverage), and androgen signalling (71 genes, 53.8% coverage) pathways identified (Fig. 3A; Additional file 1, Table A3). 

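Receptors of steroid and peptide hormones ranged from high to low levels in control tissue, and most of the hormone-responsive genes measured lay above 150. Of 17 measured hormone receptors, 9 lay above a level of 150, with a median rank of 7578. The prolactin receptor Prlr ranked 294 and the insulin-like growth factor receptor Igf1r 668. Of 29 measured androgen-responsive genes, 20 lay above 150, with a median rank of 4153. The kinase Sgk1 ranked 44, Tpd52 423 and sorbitol dehydrogenase, Sord, 609. Of 23 measured genes of estrogen signalling, 15 lay above 150, among them the protease Ctsd at rank 130 and the corepressor Nrip1 at rank 243. After acrylamide, none of the 17 receptors passed the adjusted p threshold of 0.1 in the authors' deposited table, none passed when adjusted over the list alone, and none had an unadjusted p under 0.05; under the total of all genes 3 were higher. The androgen-responsive list had 2 lower genes and none higher at the same threshold (2 higher and 3 lower when adjusted over the list alone). Its median log2 fold change was 0.04, with 18 of 29 genes positive, and the balance turned with the scaling, to 5 higher and none lower under the total of all genes and 1 and 1 under the total without the Svs genes. The lower genes were Sord, with a log2 fold change of -0.34 in the authors' deposited table (derived standard error 0.0863, adjusted p = 0.0152), and Rab4a at -0.21 (derived standard error 0.0647, adjusted p = 0.0849).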

Further, genes associated with endocrine system disorders (91 genes) and other reproductive functions, including embryonic development (1174 genes), reproductive system development and function (124 genes), and reproductive system disease (293 genes) (Fig. 3B; Additional file 1, Table A4) were among the functions prominently associated with the mouse seminal vesicle transcriptome.

**Fig. 3:**
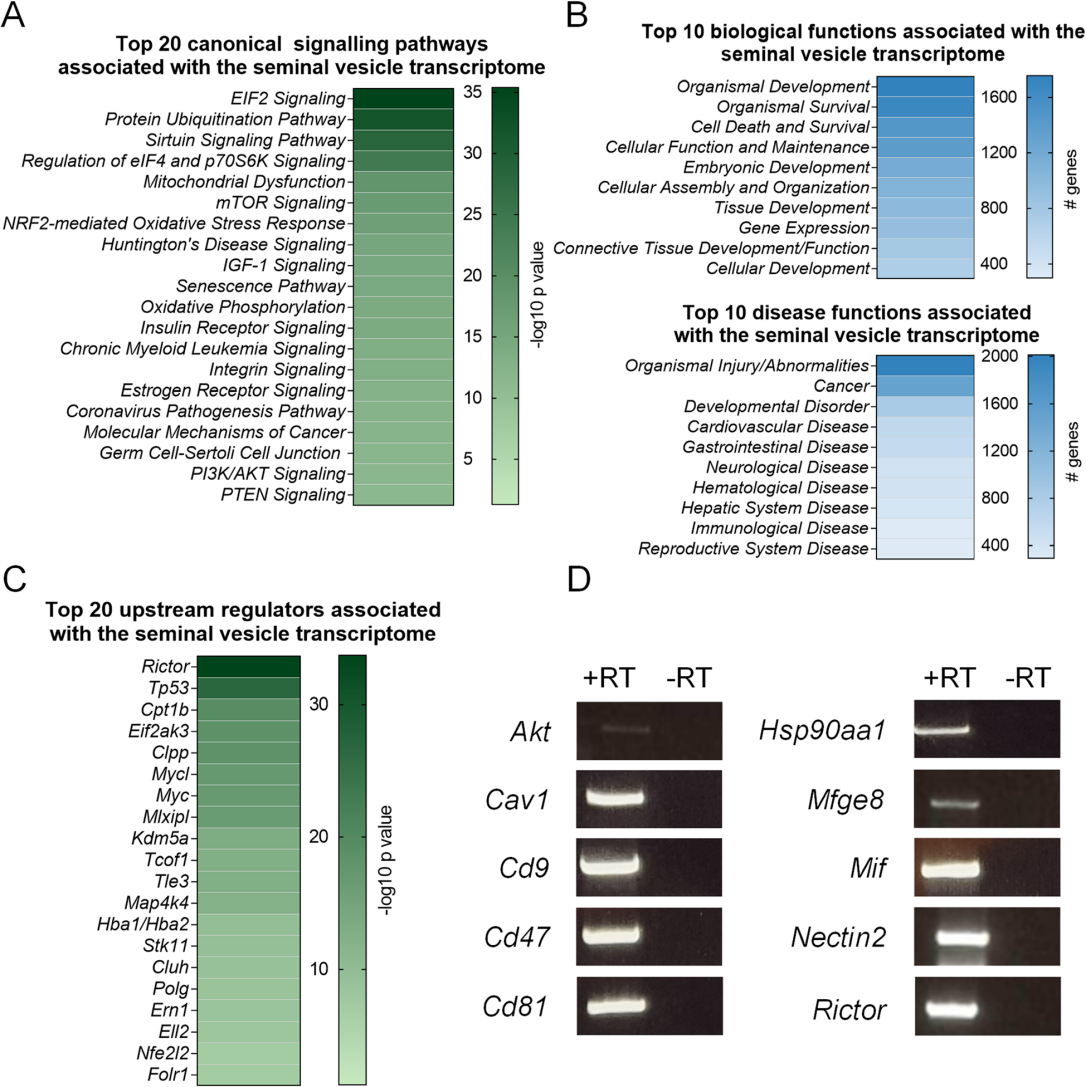
Functions of genes expressed in the mouse seminal vesicle. **A-C** Ingenuity Pathway Analysis was used to annotate the core seminal vesicle transcriptome based on canonical signalling pathways, biological and disease functions, and upstream regulators of the expressed genes that were highly (*p* ≤ 0.05) predicted to be involved in mouse seminal vesicle function. Heat maps depict the top **A** 20 canonical signalling pathways based on –log10 *p* values, **B** 10 biological and disease functions based on number of target molecules in dataset, and **C** 20 upstream regulators based on –log10 *p* values. **D** A subset of ten genes from the mouse seminal vesicle transcriptome were selected for conventional PCR confirmation (*n* = 4). Representative agarose gel electrophoresis images of *Thymoma viral proto-oncogene 1* (*Akt*), *Caveolin 1* (*Cav1*), *Cluster of differentiation* (*Cd*)*9 antigen* (*Cd9*), *CD47 antigen* (*Cd47*), *CD81 antigen* (*Cd81*), *Heat shock protein 90, alpha (cytosolic), class A member 1* (*Hsp90aa1*), *Nectin cell adhesion molecule 2* (*Nectin2*), *Milk fat globule-EGF factor 8 protein* (*Mfge8*), *Macrophage migration inhibitory factor* (*Mif*) and *Rapamycin-insensitive companion of mTOR* (*Rictor*) detection with equivalent reverse transcription negative controls*.* Gel images are presented as cropped images for clarity and conciseness with corresponding full length gel images provided in Additional file 2, Figure A2

To explore alternative seminal vesicle gene functions, we next conducted an unbiased analysis of the seminal vesicle transcriptome. This strategy identified canonical pathways associated with cellular proliferation, protein synthesis and cellular stress (Fig. 3A; Additional file 1, Table A3) as being prominently represented. 

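In control tissue, gene groups of protein synthesis ranked high. The median rank was 169 for 80 ribosomal protein genes, 489 for 34 genes of the endoplasmic reticulum stress response, 597 for 47 genes of the secretory machinery and 751.5 for 44 translation factors. Groups of cell division ranked low, with a median rank of 11630 for 65 cell cycle genes, and 33 genes of apoptosis lay between at 6973. The paper reasons, from its annotation of the transcriptome together with the proteome, that the main work of the gland appears to lie in gene transcription and protein synthesis, and proposes that this presumably lets the tissue set cell fate quickly.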

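Genes of translation, respiration and protein breakdown were abundant in control tissue. The elongation factor Eef2 ranked 26, the ribosomal protein gene Rpl4 37, the ATP synthase subunit Atp5b 103, the proteasome subunit Psmb1 785 and the antioxidant enzyme Prdx6 46. After acrylamide, many genes of the first of these groups were slightly lower. Of 80 ribosomal protein genes, 52 were lower and 1, Rpl29, was higher at an adjusted p of 0.1 or less (70 lower and 1 higher when adjusted over the list alone), and their median log2 fold change was -0.24. Rpl12 had a log2 fold change of -0.34 in the authors' deposited table (derived standard error 0.0463, adjusted p = 3.41e-09), and Rpl32 -0.33 (derived standard error 0.0565, adjusted p = 6.48e-06). Of 74 genes of oxidative phosphorylation, 4 were lower and none was higher (27 lower when adjusted over the list alone), with a median of -0.17. Of 44 translation factors, 5 were lower (11 lower and 2 higher when adjusted over the list alone), and of 40 proteasome genes 2 were lower (4 when adjusted over the list alone). Of 49 measured targets of NRF2, a transcription factor of the antioxidant response, 1 was higher and 1 lower (2 and 4 when adjusted over the list alone), and of 30 genes of mTOR signalling 1 was lower (also 1 when adjusted over the list alone). Under the total of all genes the balance turned in both lists, to 4 higher and none lower for NRF2 targets (median 0.12 in place of -0.06) and 6 higher and none lower for mTOR signalling (0.15 in place of -0.03). Under the total without the Svs genes 1 gene of mTOR signalling was lower and 2 NRF2 targets were higher. The genes past the threshold as deposited were Gstm2, a glutathione transferase, at 0.29 in the authors' deposited table (derived standard error 0.0882, adjusted p = 0.0762), the peroxidase Gpx4 at -0.25 (adjusted p = 0.0133) and Rps6, a ribosomal protein phosphorylated downstream of mTOR, at -0.58 (adjusted p = 0.0399). A camera test of the derived z-scores, with a preset correlation of 0.01, placed ribosomal proteins (adjusted p = 4.52e-73), oxidative phosphorylation (6.31e-22), translation factors (4.44e-06) and proteasome (2.69e-06) lower than other genes. An estimated correlation could not be computed from group values. Of random lists of genes of similar level, 95% had medians of -0.14 to -0.06 for ribosomal proteins, -0.08 to -0.005 for oxidative phosphorylation and -0.08 to 0.02 for proteasome. The medians of these lists lay below those ranges. The median of translation factors, -0.09, lay within its range of -0.10 to -0.01, so they fell no more than genes of similar level. Scaled to the total of all genes, which raises the median of all genes from 0.01 to 0.18, the list medians were -0.07 for ribosomal proteins, 0.00 for oxidative phosphorylation, 0.09 for translation factors and 0.08 for proteasome, and so lay below the median of all genes but no longer below 0 for the last 3. Most calls were lost under that scaling: 6 ribosomal protein genes were lower and 1 higher, no gene of oxidative phosphorylation, translation factors or proteasome was lower, and 1 gene of oxidative phosphorylation, 5 translation factors and 1 proteasome gene were higher. Scaled to the total without the Svs genes, 28 ribosomal protein genes were lower and no gene of those 3 lists. Under the trimmed mean of M values 53 ribosomal protein genes were lower, and under the upper quartile 50. Fold changes also followed transcript length across genes (Spearman's rho 0.39 over 8721 genes, which are not independent replicates), and with that trend subtracted the medians were -0.17, -0.09, -0.04 and -0.02 in the same order, with 20, 0, 1 and 0 genes lower.

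**Figure D1:**
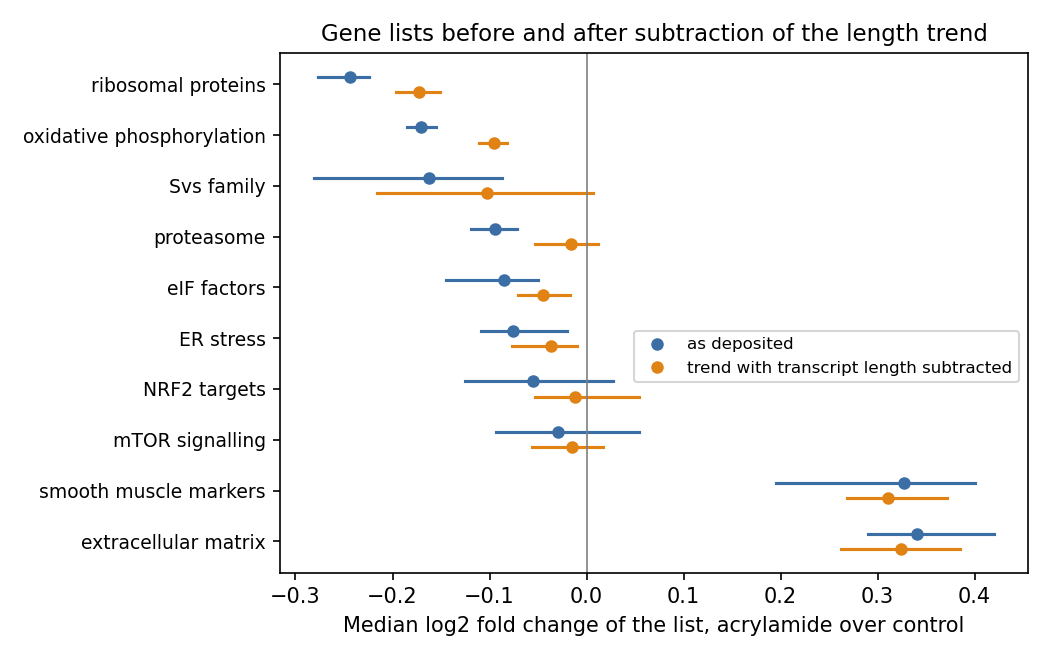
Median log2 fold change (acrylamide over control, x axis) of 10 gene lists as deposited and with the trend with transcript length subtracted. Points are medians over the genes of a list and lines are 95% bootstrap intervals over genes. The ribosomal list lies at -0.24 as deposited and at -0.17 with the trend subtracted, and the extracellular matrix list at 0.34 and 0.32. Under scaling to the total of all genes, all lists shift up by 0.17. This turns the sign of the oxidative phosphorylation, Svs, proteasome, translation factor, endoplasmic reticulum stress, NRF2 target and mTOR signalling medians.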

Specific examples of these pathways included eukaryotic initiation factor (EIF)2 (167 genes, 81.5% coverage), protein ubiquitination (196 genes, 74.8% coverage), mitochondrial dysfunction (118 genes, 73.8% coverage), mammalian target of rapamycin (mTOR) (137 genes, 69.2% coverage), and nuclear factor erythroid 2-related factor-2 (NRF2)-mediated oxidative stress response (125 genes, 69.8% coverage). Other highly predicted functions associated with seminal vesicle genes were cell proliferation/protein production (gene expression: 909 genes; cellular growth and proliferation: 666 genes; and protein synthesis: 355 genes), and cellular stress (organismal survival: 1661 genes; cell death and survival: 1459 genes; immunological disease; 299 genes, cellular compromise; 174 genes; free radical scavenging; 89 genes inflammatory response; 40 genes, infectious disease; 36 genes) (Fig. 3B; Additional file 1, Table A4).

To predict canonical regulators that may dictate normal seminal vesicle function, we also used the upstream regulator function of IPA. Consistent with our earlier data (Fig. 3A-B) prominent upstream regulators were associated with cell proliferation and protein synthesis. These included, *Rapamycin-insensitive companion of mTOR* (*Rictor*, *p* = 1.96E-34, 201 targets), *Transcriptional regulator tumor protein p53* (*Tp53*, *p* = 1.68E-27, 601 targets), *Myc proto-oncogene* (*Myc*, *p* = 1.54E-17, 164 targets) and *Mlx interacting protein like* (*Mlxipl*, *p* = 4.65E-17, 103 targets) (Fig. 3C; Additional file 1, Table A5). When significant upstream regulators were ranked by the number of associated seminal vesicle genes, regulators with immune function were highly predicted, with *Interleukin* (*Il*)*4* (*p* = 1.39E-05, 197 targets), *Adp-ribosyl cyclase/cyclic adp-ribose hydrolase 1* (*Cd38*, *p* = 2.87E-05, 83 targets), and *Il5* (*p* = 1.80E-05, 77 targets) all identified (Additional file 1, Table A5).

Based on these analyses, a subset of ten genes with IPA mapped functions relating to protein synthesis, cellular stress, reproduction, and immune function (Additional file 1, Table A3–5) were selected for confirmation of transcriptomic data (Fig. 3D; Additional file 2, Fig. A2). Each of these ten targets (*Thymoma viral proto-oncogene 1* (*Akt*), *Caveolin 1* (*Cav1*), *Cluster of differentiation (Cd)9 antigen* (*Cd9*), *CD47 antigen* (*Cd47*), *CD81 antigen* (*Cd81*), *Heat shock protein 90, alpha (cytosolic), class A member 1* (*Hsp90aa1*), *Milk fat globule-EGF factor 8 protein* (*Mfge8*), *Macrophage migration inhibitory factor* (*Mif*), *Nectin cell adhesion molecule 2* (*Nectin2*), and *Rictor*), were confirmed by conventional PCR to be expressed in mouse seminal vesicle tissue.

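All 10 genes lay above a level of 150 in control tissue, at ranks from 190 to 7487. The tetraspanin Cd9 was the most abundant of them, followed by the chaperone Hsp90aa1 at rank 439, the kinase Akt1 at 510 and Cd47, a ligand that inhibits phagocytosis, at 549. Cav1, which forms caveolae, ranked 870, Nectin2, an adhesion molecule, 1402, the cytokine Mif 1632, Mfge8, a bridge to apoptotic cells, 1831, and Cd81 2597. Rictor, a component of the second mTOR complex, exceeded 56.6% of all genes. After acrylamide, 1 of the 10 passed the adjusted p threshold, also when adjusted over the list alone. This was Mfge8, with a log2 fold change of 0.31 in the authors' deposited table (derived standard error 0.0933, adjusted p = 0.0704). The study chose these genes for their presence in the same libraries, so their levels are not independent evidence.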

### Acute acrylamide exposure alters the seminal vesicle transcriptome

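Male Swiss mice received 25 mg/kg of acrylamide, a neurotoxic and genotoxic compound formed in heated food, by intraperitoneal injection on 5 days, and their seminal vesicles were collected 72 h after the last injection. RNA of 4 acrylamide treated mice was sequenced and processed as for the 4 control mice. For every gene, the authors' deposited table gives a value of each group on the scale of normalised reads, the log2 fold change, the fold change, the p-value and the adjusted p, and these fitted values were used here with their standard error derived from the fold change and the p-value. The acrylamide values summed to 27433231 normalised reads, 11.4% less than the control values, with most of the difference in the Svs transcripts. That table holds values per group. In genes with few reads, the mean of both group values was taken as the mean over the 8 libraries of whole reads divided by size factors, and its digits were searched for the whole reads per library that give it. A gene without a read in a group still has a value above 0 there, which comes from the fit. Size factors relative to each other were 1.02, 0.965, 0.923 and 0.886 for the control libraries and 1.11, 1.09, 1.03 and 1.03 for the acrylamide libraries. Reads per library were obtained in this way for 5268 of 5273 genes tried, which is 30.5% of all genes and includes every gene whose normalised reads sum to under 150 over the 8 libraries. Abundant genes could not be resolved. Libraries are numbered here by size factor within each group, and cannot be matched to individual mice. Reads of these genes were compared by exact two-sided permutation tests over the 70 ways to divide 8 libraries into the groups, whose smallest p is 0.0286. For a gene that passed the test of the authors, such a p describes how the reads spread over the libraries and is not separate evidence. Over 2392 genes with few reads, normalised reads summed to 18844 to 19709 in the control libraries and 20371 to 25245 in the acrylamide libraries. Where the sum of a list sets the groups apart, this general difference can contribute. In simulated data the thresholds of the study called 44.8% of 67 genes changed by a fold of 1.5, and 97.0% of 67 genes changed by a fold of 2. The changed genes were drawn above a minimum level and fitted at their known dispersion. These shares therefore do not cover genes with few reads or the error of an estimated dispersion. Of 175 genes called there, 14 were unchanged. The total number of reads per library is not given by the group values, so depth is stated here as reads per gene.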

To assess the impact of acrylamide exposure on the seminal vesicle transcriptome, male mice were administered daily injections of acrylamide (25 mg/kg bw/day) for five consecutive days using an established acute exposure model [25–27]. Global analysis of the mouse seminal vesicle transcriptome from acrylamide treated males revealed strong correlation coefficients (average of 0.973), indicative of a consistent response to this insult across all biological replicates (Additional file 2, Figure A1).

Initially, unsupervised clustering of gene expression profiles using Principal Component Analysis (PCA) demonstrated groupings in the global gene expression profile consistent with treatment group, separating on the first PC that contains the larger proportion of variability (36.65%) (Fig. 4A). 

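Genes of extracellular matrix, cell division and immediate early response were among those higher after acrylamide, and the ribosomal protein gene Rpsa was among those lower. The smallest p of the 55 higher genes belonged to Gaa, the lysosomal alpha-glucosidase, with a log2 fold change of 0.73 in the authors' deposited table (derived standard error 0.0970, adjusted p = 1.06e-09). Other higher genes were Plekhn1 at 1.30 in the authors' deposited table (derived standard error 0.222), Itih5, which binds hyaluronan, at 0.66 (0.120), and Fmod, a collagen-binding proteoglycan, at 0.61 (0.136). Among the 15 lower genes the smallest p belonged to Ifi27, an interferon-inducible gene, whose 95% interval of the fold change was 0.559 to 0.729. Also lower were the predicted gene BGI_novel_G000112, which had a log2 fold change of -0.81 in the authors' deposited table (derived standard error 0.189), and 9130008F23Rik at -0.99 (0.258). Without a fold threshold, 135 genes were higher and 159 lower at the adjusted p of 0.1, so most of the lower genes changed by less than the threshold. Reads per library were recovered for 38 of the 70 genes. In 24 of these the groups did not overlap. Chance gives 2.86% of genes chosen without regard to the groups, and since these were chosen for their difference between the same libraries, the count is no separate test. At the dispersion behind the derived standard errors, 6 of 34 genes with a fit stayed past both thresholds without any 1 library, 28 lost a threshold without at least 1 of them, and all 34 kept their sign. These fits kept the p cut of all 8 libraries. A gene near a threshold could therefore lose it through the smaller number of libraries alone. Scaled to the total of all genes, 451 genes were higher and 21 lower, a share of 95.6% higher against 78.6% as deposited. Without a fold threshold this share was 98.3% against 45.9%, and 79.1% when scaled to the total without the Svs genes. Under the trimmed mean of M values and the upper quartile it was 43.3% and 48.4%.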

Combined analysis of control and acrylamide transcriptomes using DESeq2 to identify differentially regulated genes, demonstrated that a subset of genes was altered in response to acrylamide exposure, with 55 up-regulated and 15 down-regulated (fold-change ≥1.5 or ≤ 0.67 and a false discovery rate adjusted *p* value (*p.adj*) ≤ 0.1) (Fig. 4B; Additional file 1, Table A1). These differentially regulated genes varied in abundance, although none ranked among the most highly expressed seminal vesicle genes (Fig. 4C; Additional file 1, Table A1).

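The gene of highest level among the changed ones was Rpsa, a ribosomal protein and laminin receptor, which ranked 50 in control tissue and was lower after acrylamide. The next lower gene by level was the predicted gene BGI_novel_G000675 at rank 305, and the most abundant higher gene was H2-K1, a class I antigen-presenting molecule, at rank 2714. Rpl29, a ribosomal protein gene, ranked 11391 in control and 712 in acrylamide treated tissue. Of the 70 genes, 6 had a mean of both groups below 10 normalised reads, 38 lay between 10 and 150 and 26 above 150. The median rank in control tissue was 10452 for the 55 higher genes and 8710 for the 15 lower genes. Of the genes past both thresholds, 20 of the 70 changed by more than a fold of 3.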

**Fig. 4:**
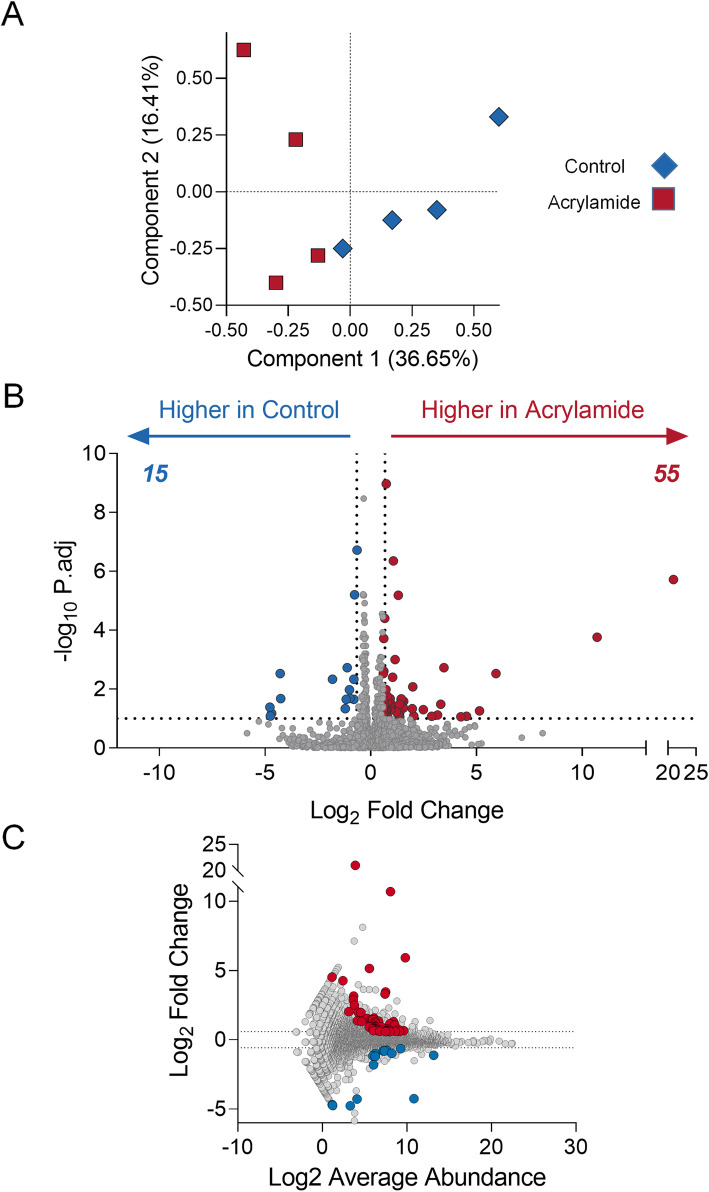
Acrylamide exposure alters the mouse seminal vesicle transcriptome. **A** Differentially regulated genes in the mouse seminal vesicles were identified following acrylamide treatment using DEseq2 and were filtered based on those genes with a fold-change ≥1.5 or ≤ 0.67 and an adjusted p (*p.adj*) value ≤0.1. These data are represented using **A** Principal Component Analysis plot of transcriptomic data from acrylamide (red) and control (blue) samples to identify transcriptome wide changes across biological replicates, and **B-C** plots to identify specific genes that meet the fold-change and *p.adj* threshold criteria. **B** Volcano plot comparing fold-change and –Log10 p.adj, and **C** MA plot comparing Log2 average abundance to Log2 fold-change. Red data points indicate genes that are higher in acrylamide treated samples, blue data points indicates genes higher in control samples, grey data points indicate genes that do not meet the fold-change and *p.adj* criteria. All graphical components were generated using Prism (version 9.0.0)

Among the ten most differentially up- and down-regulated genes (Table 1), common functions ascribed were: immune response [*C-C motif chemokine (Ccl)21a, Indoleamine 2,3-dioxygenase 1* (*Ido1*)*, Cathepsin E* (*Ctse*)*, Early growth response* (*Egr*)1*, Egr2, Deleted in malignant brain tumors 1* (*Dmbt1*)*, Defensin alpha 24* (*Defa24*)*, Intelectin 1* (*Itln1*)*,* and *PILR alpha associated neural protein* (*Pianp*)] [34–41], cell proliferation and transcription/protein synthesis [*Rpl29, Egr1, Egr2, Sterile alpha motif domain containing 11* (*Samd11*)*, D-2-Hydroxyglutarate dehydrogenase* (*D2hgdh*)*,* and *Ribosomal protein SA* (*Rpsa*)] [41–44], cellular stress and survival [*Egr1,* and *Poly (ADP-Ribose) Polymerase 1 binding protein* (*Parpbp*)] [45, 46], and sperm function [*Dynein axonemal heavy chain 1* (*Dnah1*)] [47]. In addition, five of the top up and down differentially regulated genes were novel or Riken genes with yet to be characterised functions (Table 1). 

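Reads per library show that several of the largest changes rest on 1 or 2 libraries. Ccl21a, a chemokine that guides T cells and dendritic cells (identifier 18829, chromosome 4 from 42772860 to 42773991 in mm10), had 129 reads in acrylamide library 2 and none in the other 7 libraries, at least 37.4-fold higher with a floor of 3 reads over the control group (exact permutation test, p = 1.00). Summed with its near-identical copies Gm13304 and Gm10591, among which reads can be shared, it had 0, 50, 32 and 14 reads in the control libraries and 90, 173, 30 and 36 in the acrylamide libraries (exact permutation test, p = 0.143). Ido1, an interferon-induced enzyme that degrades tryptophan, had 235 and 151 reads in acrylamide libraries 1 and 4, 10 and 1 in the others, and 0 to 4 in each control library (exact permutation test, p = 0.171). The immediate early gene Egr2 had 80 of its 101 acrylamide reads in library 2 (exact permutation test, p = 0.0857). In other genes every acrylamide library lay above every control library. Samd11 had 12 to 42 reads against 0 to 11, and Dnah1, a dynein of the sperm tail, had 4 to 6 reads against none in any control library, at least 5.61-fold higher (exact permutation test, p = 0.0286 for both). Samd11 passed both thresholds in 2 of 8 fits without 1 library: its fold of 7.30 was 61.2 without control library 1 and 8.44 without acrylamide library 4, and in the other 6 it was 5.26 to 7.82 and did not pass. Parpbp, which restrains homologous recombination, had 2 to 23 reads against 0 to 2 (p = 0.0571 in the same exact test). Lower genes included Defa24 and Dmbt1, proteins of intestinal and mucosal defence, with 17 and 18 reads in the control libraries and none after acrylamide, at least 6.32-fold and 6.54-fold lower, and Itln1, an intestinal lectin, with 59, 56, 8 and 5 control reads and 0, 2, 5 and 0 acrylamide reads (exact permutation test, p = 0.0286 for each). D2hgdh, a mitochondrial dehydrogenase, had 106 ± 11.9 normalised reads in control and 45.8 ± 29.6 in acrylamide libraries (SD, n = 4 each; exact permutation test, p = 0.0286), and Pianp 87.3 ± 31.5 and 38.8 ± 6.24 (SD, n = 4 each; exact permutation test, p = 0.0857). D2hgdh was past both thresholds in 4 of 8 fits without 1 library, Ido1 in 5 of 8, Egr2 in 4 of 8, Pianp in 7 of 8, Parpbp in 2 of 7 and Itln1 in 8 of 8; without acrylamide library 2 the fold of Egr2 was 2.52, and without acrylamide library 1 that of Ido1 was 20.0. Reads of Ctse, Egr1, Rpl29 and Rpsa could not be resolved; the 95% intervals derived from the authors' deposited table were 3.90 to 30.6, 2.86 to 33.9, 9.81 to 374 and 0.330 to 0.644 for their fold changes.

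**Figure D2:**
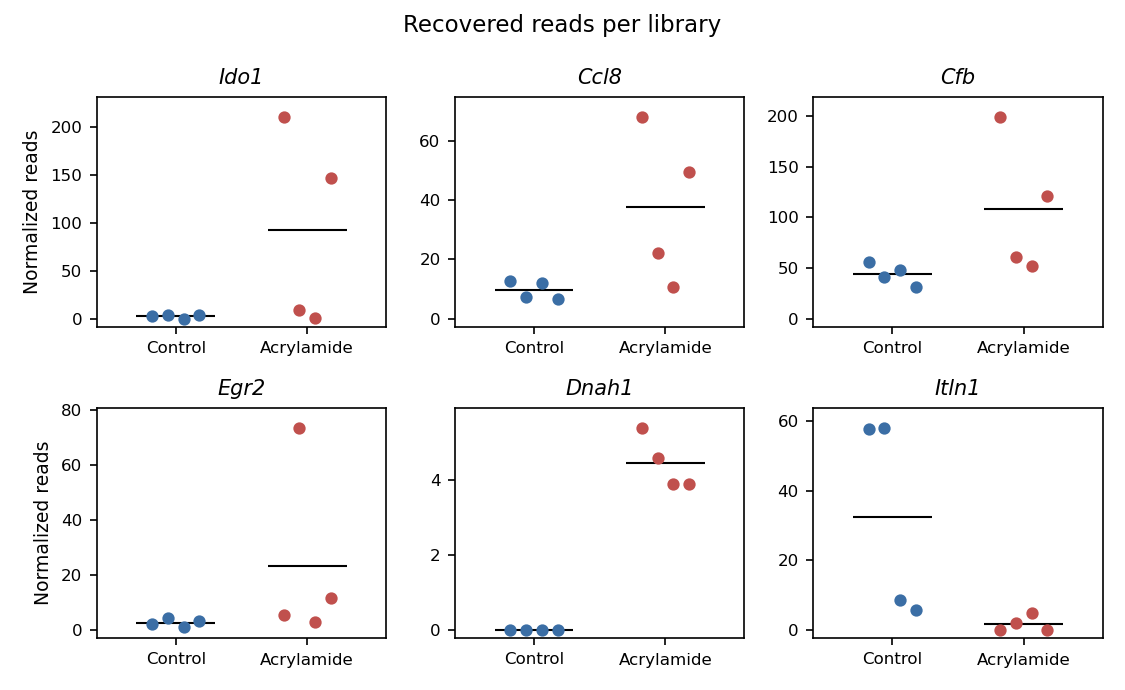
Normalised reads per library (y axis) of 6 genes in 4 control and 4 acrylamide libraries, recovered from the group values. Points are libraries and bars are group means. Ido1 is high in 2 of the acrylamide libraries and Egr2 in 1, while Dnah1 has reads in all 4 acrylamide libraries and in no control library.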

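The predicted and Riken genes of Table 1 differed in how evenly the libraries showed the change. BGI_novel_G000111 had 49.8 ± 17.0 normalised reads in acrylamide libraries and 101 ± 11.9 in control libraries (SD, n = 4 each), with no overlap between the groups. Likewise, 1500015O10Rik, the gene of the secreted peptide augurin, had 103 ± 69.5 normalised reads in control and 29.2 ± 7.27 in acrylamide libraries (SD, n = 4 each), also without overlap, and in both genes the exact permutation p was 0.0286. BGI_novel_G000111 passed both thresholds in 8 of 8 fits without 1 library. For 1500015O10Rik it was 7 of 8, with a fold of 0.400 without control library 4. BGI_novel_G000643 had 4, 21, 46 and 0 reads in the control libraries and 2, 1, 0 and 0 in the acrylamide libraries, and its groups overlapped (exact permutation test, p = 0.171). It passed in 5 of 8 fits, with a fold of 0.0809 without control library 3. Reads of BGI_novel_G000684 and BGI_novel_G000675 could not be resolved. The derived standard error of their log2 fold changes, 10.70 and -4.26 in the authors' deposited table, was 2.07 and 1.12. Among all 70 changed genes, 7 were predicted genes, 3 higher and 4 lower.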

Notably, 6/70 (9%) of the differentially regulated genes were associated with reproductive phenotypes identified from the Mouse Genome Informatics Phenotypes/Alleles project and the International Mouse Phenotyping Consortium projects (Additional file 1, Table A1). These genes included *Egr1* (9.84-fold increase, *p.adj =* 3.23E-02), and *B cell leukemia/lymphoma 6* (*Bcl6,* 0.58-fold decrease, *p.adj =* 6.52E-06) and were associated with mouse fertility phenotypes.

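Egr1, an immediate early transcription factor needed for luteinizing hormone production (identifier 13653, chromosome 18 from 34861207 to 34864956 in mm10), was higher after acrylamide, with the authors' group value at 311 against 31.6 in control tissue in the authors' deposited table. Its log2 fold change of 3.30 in the authors' deposited table had a derived standard error of 0.911. Bcl6, a transcriptional repressor (identifier 12053, chromosome 16 from 23965050 to 23988866), fell to 145 from 248 in the authors' deposited table, with a log2 fold change of -0.77 and a narrower derived standard error of 0.130. Of 43 measured immediate early genes fixed here, 5 were higher (Egr1, Egr2, Dusp6, Snai1 and Bhlhe40, all named by the study as changed) and none was lower at the adjusted p of 0.1, and 10 were higher and 1 lower when adjusted over the list alone (16 higher under the total of all genes, 5 under the total without the Svs genes). Without these 5 genes, those with resolved reads summed to 525, 1226, 448 and 532 reads in the acrylamide libraries and 302 to 365 in the control libraries (exact permutation test, p = 0.0286). Divided by size factors this was 436 to 1127 against 341 to 374. The sum over all genes with few reads was also higher in every acrylamide library. Acrylamide library 2 stood apart in the immediate early genes: Egr3 had 143 reads there and 1 to 8 in the other acrylamide libraries, Arc 136 against 4 to 7, Fosb 34 against 5 to 6 and Fos 98 against 28 to 34. Snai1 rose in all 4 acrylamide libraries, from 32.3 ± 4.70 to 60.7 ± 2.65 normalised reads (SD, n = 4 each; exact permutation test, p = 0.0286).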

**Table 1:** List of the top 10 up- and down-regulated seminal vesicle genes following acute acrylamide exposure

**Up regulated**		
**Symbol**	**Fold-change (Acrylamide/Control)**	***p.adj***
*Ccl21a*	2,095,824.43	1.92E-06
*BGI_novel_G000684*	1660.02	1.73E-04
*Rpl29*	60.61	2.92E-03
*Ido1*	35.15	5.43E-02
*Dnah1*	22.91	8.30E-02
*Parpbp*	19.22	8.66E-02
*Ctse*	10.93	1.88E-03
*Egr1*	9.84	3.23E-02
*Egr2*	8.87	7.61E-02
*Samd11*	7.30	8.31E-02
**Downregulated**		
**Symbol**	**Fold-change (Acrylamide/Control)**	***p.adj***
*BGI_novel_G000643*	0.04	4.05E-02
*Dmbt1*	0.04	8.14E-02
*Defa24*	0.04	6.68E-02
*Itln1*	0.05	2.92E-03
*BGI_novel_G000675*	0.05	2.10E-02
*1500015O10Rik*	0.28	4.59E-03
*D2hgdh*	0.43	4.58E-02
*Pianp*	0.45	2.23E-02
*Rpsa*	0.46	1.88E-03
*BGI_novel_G000111*	0.50	1.04E-02

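Several immune genes were higher after acrylamide, and the chemokine Cxcl10 and the interferon-responsive genes had most reads in acrylamide libraries 1 and 4. The 27 genes that the study names as changed and ties to immunity, repair or its predicted regulators comprised 21 higher and 6 lower genes, which were chosen on these samples and are not independent evidence (the same 21 and 6 when adjusted over the list alone). In the lists fixed without regard to the samples, 2 of 50 cytokines and chemokines were higher and none was lower (6 higher when adjusted over the list alone), and 2 of 27 complement genes were higher (5 higher and 1 lower when adjusted over the list alone). Of 54 interferon-responsive genes 1 was higher and 1 lower (5 higher and 2 lower when adjusted over the list alone), and the camera test of this list gave an adjusted p of 0.292. For cytokines and chemokines the camera test gave 1.15e-04 and for complement genes 0.00495, both higher, with the called genes included. At a preset correlation of 0.1 these were 0.0905 and 0.155. Under the total of all genes, 11 cytokines and chemokines, 8 complement genes and 8 interferon-responsive genes were higher, and 1 interferon-responsive gene was lower; without the Svs genes in that total the higher genes numbered 2, 4 and 1. The chemokine Cxcl10, which attracts T cells, had 90, 9, 11 and 51 reads in the acrylamide libraries and 7 to 13 in the control libraries (exact permutation test, p = 0.229). Interferon-responsive genes with resolved reads summed to 2025, 520, 437 and 1160 reads after acrylamide and 509 to 687 in control libraries (exact permutation test, p = 0.457, and 0.543 without the called genes). Without the genes called by the study, the groups overlapped in both other lists. Cytokines and chemokines then summed to 594 to 1204 reads after acrylamide against 535 to 587, divided by size factors 546 to 1081 against 556 to 608 (exact permutation test, p = 0.143). Complement genes summed to 208 to 271 against 185 to 233, a ratio of 1.08 of normalised reads (exact permutation test, p = 0.400). With the called genes, Ccl21a and Ccl8 or Cfb and C4b, the groups of each list were apart (exact permutation test, p = 0.0286 for both), so this separation rests on genes chosen on these samples.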

Immune response signalling pathways were prominent among the differentially expressed genes assessed by IPA. Notably, 5/11 of the predicted canonical pathways were associated with regulation of the immune response, although due to the small number of genes that were altered, Z-score predictions could not be calculated (Fig. 5A; Additional file 1, Table A6). 

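Lists of macrophage and T cell markers had positive medians after acrylamide, but few single markers passed the test. None of 18 macrophage markers passed the adjusted p of 0.1 or did so when adjusted over the list alone, although 5 had an unadjusted p under 0.05 and their median log2 fold change was 0.29. Under the total of all genes 6 were higher, and none under the total without the Svs genes. The camera test of this list gave an adjusted p of 9.44e-04 (0.0520 at a preset correlation of 0.1). Their resolved reads, divided by size factors, overlapped between the groups, with up to 391.5 in control and from 381.5 in acrylamide libraries (exact permutation test, p = 0.0571), and 5 of 9 genes peaked in acrylamide library 1. None of 14 T cell markers passed over all genes (1 higher when adjusted over the list alone), with a median of 0.92. T cell markers had 572 reads in acrylamide library 1, 105 to 190 in the other acrylamide libraries and 116 to 144 in the control libraries (exact permutation test, p = 0.657). The kinase Lck, for example, had 90 reads in that library and 10 to 28 in the others of the group. B cell markers had a median of 0.09, and class II antigen presentation genes 0.40, with Cd74 at 0.44 in the authors' deposited table (derived standard error 0.347) and an adjusted p of 0.0287 for the list in the camera test (0.164 at a preset correlation of 0.1). Resolved class II genes had 234, 86, 70 and 143 reads in the acrylamide libraries and 59 to 115 in the control libraries (exact permutation test, p = 0.343). Of 7 lymphatic endothelial markers 1, Ccl21a, was higher over all genes (4 higher when adjusted over the list alone, and 4 under the total of all genes). Without it, their resolved reads, divided by size factors, were 122 to 169 in control and 172 to 288 in acrylamide libraries. Neutrophil markers (6 measured) and mast cell markers (7 measured) had no member past the threshold, with medians of 0.41 and 0.10.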

Consistent with inflammation being a major function of the transcriptional response to acrylamide, molecular, cellular, and physiological system development functions, including immune cell trafficking (14 genes), cell-mediated immune response (7 genes) and humoral immune response (7 genes), were among the top molecular and physiological functions associated with the subset of differentially regulated genes (Fig. 5B; Additional file 1, Table A7). Similarly, pathways associated with inflammatory response (22 genes), inflammatory disease (17 genes), immunological disease (16 genes), and infectious disease (4 genes), were all altered in seminal vesicles following acrylamide treatment (Fig. 5B; Additional file 1, Table A7).

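Of the genes tied to inflammation, those with every acrylamide library above every control library included Plaur, the urokinase receptor, and S1pr1, a receptor that keeps vessels tight. Plaur had 29.9 ± 12.4 normalised reads after acrylamide and 7.59 ± 2.87 in control libraries, and S1pr1 86.0 ± 14.1 and 49.8 ± 4.04 (SD, n = 4 each; exact permutation test, p = 0.0286 for both). Bhlhe40, a repressor of circadian and immune genes, had 103 ± 33.9 and 54.3 ± 7.61 (SD, n = 4 each; p = 0.0286 in the same exact test). Plaur and S1pr1 passed both thresholds in all 8 fits without 1 library and Bhlhe40 in 6, with a log2 fold change of 0.67 without acrylamide library 2. In contrast, Plin2, which coats lipid droplets, had 63 to 174 reads after acrylamide and 80 reads in 1 control library against 32 to 34 in the others, and its groups overlapped (exact permutation test, p = 0.0857). The resolved genes of the 27 named by the study (19 of 27) summed to 955 to 1640 reads after acrylamide and 431 to 581 in control libraries. The paper reasons from its pathway annotations that inflammation is a major function of the response. It also measured some immune genes, such as Ccl8, C4b and Cfb, by quantitative PCR and found them higher. The paper states that the induction of immune genes was not obvious in the proteome of the tissue. It holds this to be likely due to the small size and low abundance of such proteins, which hamper mass spectrometry. As an alternative it names post-transcriptional control.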

**Fig. 5:**
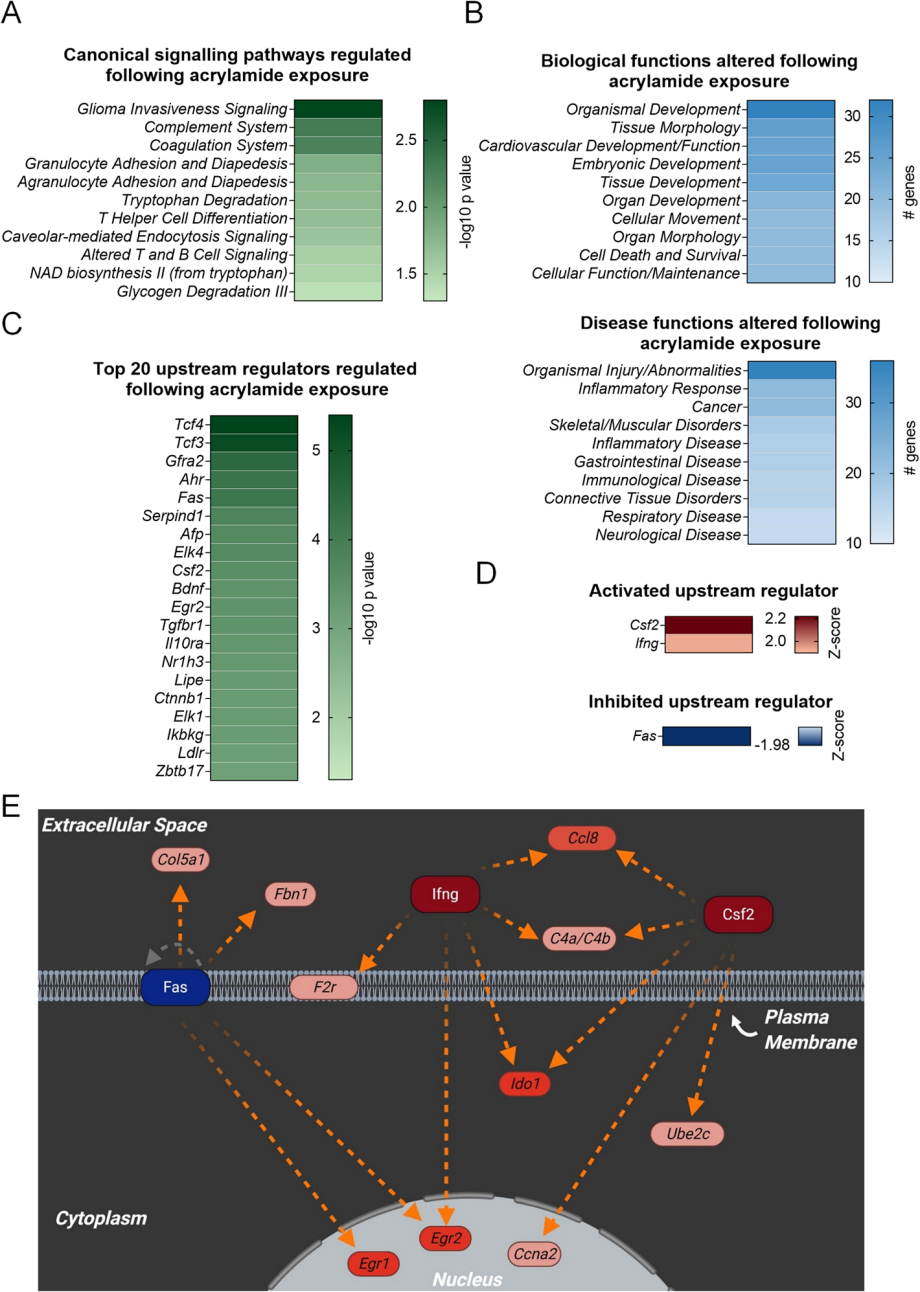
Functional characterisation of genes differentially regulated following acrylamide exposure. Ingenuity Pathway Analysis was used to annotate genes that were differentially regulated (fold-change ≥1.5 or ≤ 0.67 and an adjusted p (*p.adj*) value ≤0.1) following acrylamide treatment. Heat maps depict the top **A** canonical signalling pathways based on –log10 *p* values, **B** 10 biological and disease functions based on number of target molecules in dataset, and **C** 20 upstream regulators based on –log10 *p* values. To explore their regulation, **D** upstream regulators that were predicted to be activated (Z-score ≥ 2) or inhibited (Z-score ≤ − 2) with *p ≤* 0.05 are represented as heat maps based on Z-score value. **E** Differentially expressed genes following acrylamide exposure (red = up regulated) that are documented to be regulated by key activated (red central molecule) or inhibited (blue central molecule) upstream regulators are presented in an interaction network taking into account cellular localisation. Connecting lines indicate predicted relationships that lead to activation (orange), and relationship is known but effects on function is yet to be completely characterised (gray). Initial construction of the network was created in Ingenuity Pathway Analysis and schematics were redrawn using BioRender software (BioRender). Heatmaps were generated using Prism (version 9.0.0)

As observed in our global bioinformatic analysis of the mouse seminal vesicle transcriptome, acrylamide treatment also caused gene expression changes consistent with altered synthesis and production of proteins following cellular damage, including cell death and survival (20 genes), cellular growth and proliferation (16 genes), protein synthesis (4 genes), and gene expression (4 genes) (Fig. 5B; Additional file 1, Table A7). 

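Of genes of cell division, 5 were higher after acrylamide, and no gene of apoptosis passed the test. Of 65 measured cell cycle genes, 5 were higher and none lower at the adjusted p of 0.1, all of them genes that the study names (40 higher and none lower when adjusted over the list alone), and the median log2 fold change of the list was 0.98. The count was 37 under the total of all genes and 11 under the total without the Svs genes. Ube2c, which marks cyclins for breakdown, had a log2 fold change of 1.55 in the authors' deposited table (derived standard error 0.416), Ccna2, cyclin A2, 1.46 (0.394) and Hmmr, a mitotic spindle protein, 1.54 (0.440). None of these 3, nor Cdkn3 or Parpbp, passed both thresholds without acrylamide library 1, where the log2 fold changes of the 3 were 1.21, 1.09 and 1.19 in the same order. Without the study's genes, 46 resolved genes of the list summed to 3398, 1139, 2391 and 1490 reads in the acrylamide libraries and 833 to 1427 in the control libraries, a ratio of 1.83 (exact permutation test, p = 0.0571). The groups overlapped, and 37 of the 43 genes that were highest in an acrylamide library peaked in library 1. None of 33 apoptosis genes passed over all genes or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Of 31 targets of p53, 1 was higher (4 higher and 1 lower when adjusted over the list alone; 7 higher under the total of all genes and 2 under the total without the Svs genes). This was Ccng1, a feedback regulator of p53, at 0.29 in the authors' deposited table (derived standard error 0.0701, adjusted p = 0.00830). Divided by size factors, the 9 resolved targets summed to 294.9 to 424.7 reads in the acrylamide libraries and 234.1 to 285.5 in the control libraries. The ratio was 1.41 (exact permutation test, p = 0.0286). The sum over all genes with few reads was also higher in every acrylamide library, so groups that lie apart are not particular to this list. Of 34 genes of the endoplasmic reticulum stress response, the translocon subunit Sec61b was lower at -0.26 in the authors' deposited table (derived standard error 0.0674), and 1 higher and 3 lower genes passed when adjusted over the list alone. Under the total of all genes none of this list was lower and 5 were higher, and its median turned from -0.08 to 0.10; without the Svs genes in that total, or with the length trend subtracted, 1 was higher and none lower. The camera test gave an adjusted p of 2.28e-22 for cell cycle, with the study's genes included, and 0.0192 for p53 targets. At a preset correlation of 0.05 these were 7.46e-09 and 0.118, and at 0.1 the value for cell cycle was 4.95e-05. The test runs over genes and not over mice, so it does not measure the spread between the libraries.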

Additional relevant biological functions associated with the differentially regulated genes included embryonic development (25 genes), reproductive system development and function (4 genes), and reproductive system disease (4 genes) (Fig. 5B; Additional file 1, Table A7).

Application of the IPA upstream regulator prediction tool identified 218 molecules putatively involved in regulating the response of the seminal vesicles to acute acrylamide exposure (Fig. 5C; Additional file 1, Table A8), with one of these regulators, *Colony stimulating factor-2* (*Csf2*, Z-score = 2.22, *p =* 2.9E-04), reaching the Z-score threshold associated with activation. 

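Csf2, a growth factor of granulocytes and macrophages, was close to the detection limit in both groups. It had 1, 0, 3 and 1 reads in the control libraries and 0, 0, 1 and 0 in the acrylamide libraries, a ratio of 0.182 from 6 reads (exact permutation test, p = 0.143). Its rank in control tissue was 15044 of all genes, against 1632 for the cytokine Mif and 3037 for the chemokine Cxcl12.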

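Ifng, the cytokine interferon gamma of T cells and natural killer cells, had 1 read over the 4 control libraries and 7, 0, 0 and 4 reads in the acrylamide libraries (exact permutation test, p = 0.429). Acrylamide libraries 1 and 4, which held these reads, were also those with the most reads of Ido1 and Cxcl10, which interferon gamma induces. Fas, the receptor that triggers apoptosis, had a log2 fold change of -0.38 in the authors' deposited table (derived standard error 0.230, adjusted p = 0.656) and a 95% interval of 0.562 to 1.05 for its fold change. The interferon-responsive genes Stat2 and Irf9 had log2 fold changes of 0.08 and -0.06 in the authors' deposited table, with derived standard errors of 0.146 and 0.134.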

An additional two regulators were observed to be trending towards the Z-score threshold, *Interferon gamma* (*Ifng*, Z-score = 1.93, *p* = 2.88E-02) and conversely *Fas cell surface death receptor* (*Fas*, Z-score = − 1.98, *p* = 7.45E-05), suggestive of activation and inhibition respectively. However, in both cases, the Z-scores were marginally below the required threshold of ±2 to be considered robust candidates for regulating acrylamide responsive pathways in the seminal vesicles (Fig. 5C-E; Additional file 1, Table A8).

Additional causal network analysis of the differentially regulated genes highlighted a number of gene networks in the seminal vesicles that were influenced by acrylamide exposure (Fig. 6). These networks were associated with two primary functions, namely: haematological system development and function (Fig. 6A*,* 16 focus molecules), and hematological system development and function and immune cell trafficking (Fig. 6B, 14 focus molecules). These functions reinforce the notion that a key transcriptomic response to acrylamide exposure is modulation of seminal vesicle genes linked to activation and regulation of the immune response.

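Beside immune genes, some genes of matrix, smooth muscle and vessels were higher after acrylamide. Of 66 extracellular matrix genes, 10 were higher and none was lower at the adjusted p of 0.1 (41 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.34. The count was 39 under the total of all genes and 18 under the total without the Svs genes. The higher matrix genes included the basement membrane collagens Col4a1, at 0.53 in the authors' deposited table (derived standard error 0.0941, adjusted p = 2.81e-05), and Col4a2, at 0.42 (0.101), the perlecan gene Hspg2 at 0.56 (0.101) and the fibrillar collagen Col1a1 at 0.56 (0.144). Of 13 smooth muscle markers, 2 were higher (7 when adjusted over the list alone), the kinase Mylk at 0.33 in the authors' deposited table (derived standard error 0.0997) and Synpo2 at 0.43 (0.134). For smooth muscle the count was 8 under the total of all genes, 4 under the total without the Svs genes and 0 with the length trend subtracted. The median of its markers changed little with that subtraction, from 0.33 to 0.31. Of 13 endothelial markers 1 was higher (3 when adjusted over the list alone), and of 11 fibroblast markers 1, Col1a1, was higher (3 when adjusted over the list alone). Under the total of all genes 6 endothelial and 4 fibroblast markers were higher, and under the total without the Svs genes 1 each. The camera test over genes gave an adjusted p of 1.38e-20 for extracellular matrix, 2.48e-07 for smooth muscle and 5.81e-04 for endothelium. Without the genes called by the study, 15 resolved matrix genes summed to 680 ± 22.7 normalised reads in acrylamide and 520 ± 56.2 in control libraries (SD, n = 4 each; exact permutation test, p = 0.0286). The sum over all genes with few reads was also higher in every acrylamide library. Markers of nerve and Schwann cells had a median of -0.09 and a ratio of resolved reads of 0.959 (exact permutation test, p = 0.714).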

**Fig. 6:**
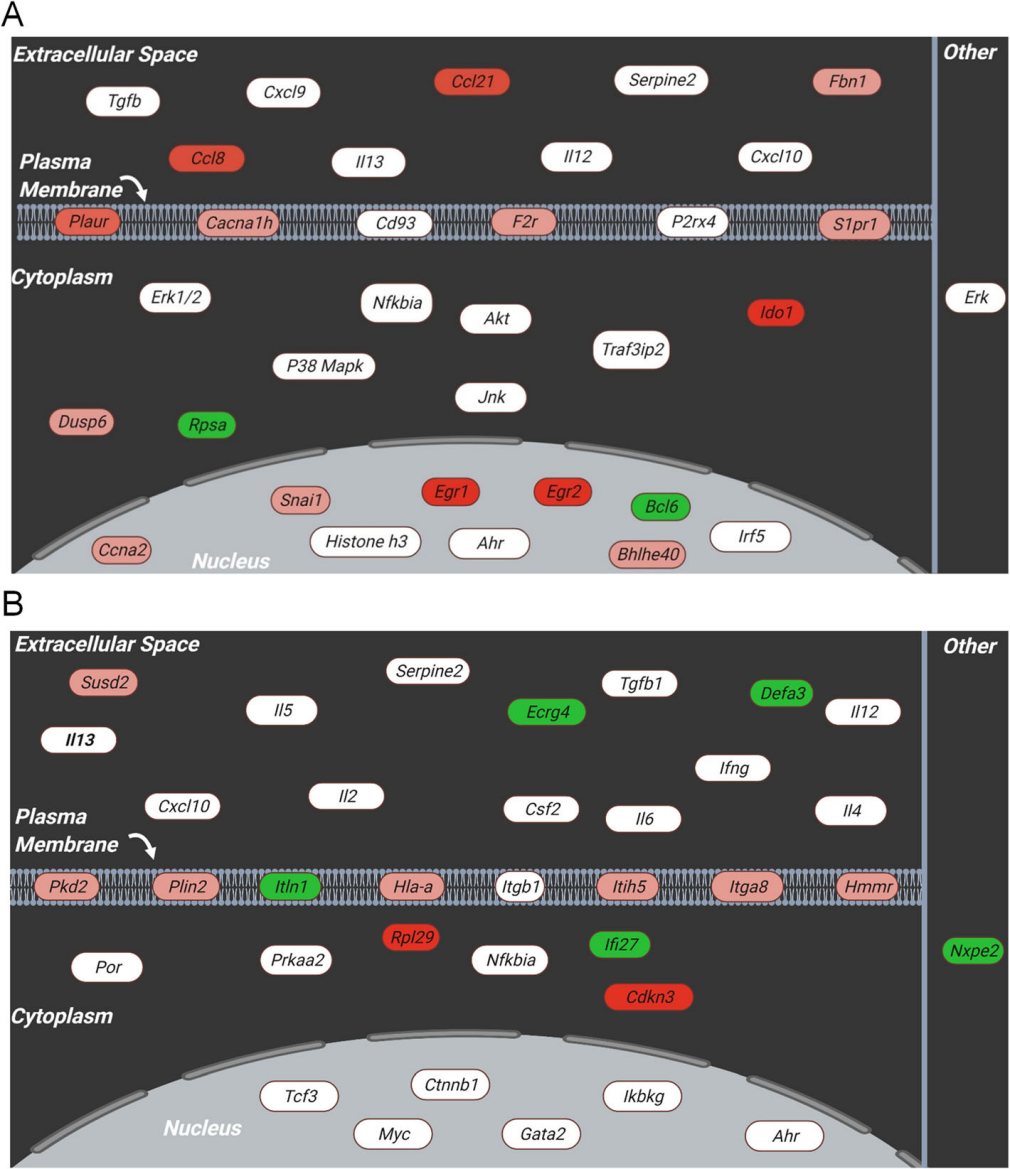
Acrylamide exposure leads to the activation of immune-associated gene networks. **A**, **B** Ingenuity Pathway Analysis was used to construct gene interaction networks taking into account cellular localisation that connected key genes (white) with differentially regulated genes (red = up-regulated, green = down-regulated) and enriched categories of diseases and functions. Networks predicted from these data include **A** haematological system development (16 differentially regulated genes), and **B** haematological system development and function and immune cell trafficking (14 differentially regulated genes). Initial construction of the network was created in Ingenuity Pathway Analysis and schematics were redrawn using BioRender software (BioRender)

To confirm our RNA-sequencing data, we validated the differential expression of a subset of genes that were dysregulated by acrylamide treatment using quantitative PCR (*n* = 4–6 per group). These included dysregulated genes with known functions of; tissue repair and remodelling; *Collagen, type V, alpha 1* (*Col5a1*, 1.72-fold increase, *p.adj* = 1.79E-02), and *Heart development protein with EGF-like domains 1* (*Heg1,* 2.04-fold increase, *p.adj* = 3.97E-03); immune response functions; *Cathepsin E (Ctse,* 10.93-fold increase, *p.adj* = 1.88E-03*)*, *C-C motif chemokine ligand 8* (*Ccl8,* 3.89-fold increase, *p.adj* = 4.57E-02), *Complement component 4b* (*C4b,* 1.80-fold increase, *p.adj* = 2.62E-02), *Egr1* (9.84-fold increase, *p.adj* = 3.23E-02) and *Interferon alpha-inducible protein 27* (*Ifi27*, 60% decrease, *p.adj* = 1.90E-07); and to demonstrate unaltered genes *Ribosomal protein, large, P0* (*Rplp0*, *0.90*-fold increase, *p.adj* = 2.57E-01) (Additional file 1, Table A1). 

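The genes chosen for the PCR comparison covered both kinds of support, changes shown by every library and changes carried by some of them. Heg1, a receptor of the vascular endothelium, had 69 to 126 reads in the acrylamide libraries and 43 or 44 in each control library, and C4b, a complement component, 84 to 136 against 37 to 61 (exact permutation test, p = 0.0286 for both). Heg1 passed both thresholds in all 8 fits without 1 library, while C4b did not pass without acrylamide library 1 (fold 1.63) or control library 4 (1.69). Ccl8, a monocyte chemokine, had 76, 24, 11 and 51 reads in the acrylamide libraries and 6 to 13 in the control libraries, and the groups overlapped (exact permutation test, p = 0.0857); it passed in 4 of 8 fits, with a fold of 2.83 without acrylamide library 1. Col5a1, which starts the assembly of collagen fibrils, had a derived standard error of 0.201 around its log2 fold change of 0.78 in the authors' deposited table, a 95% interval of 1.31 to 2.25 for the fold. Ctse, a protease of antigen-presenting and gastric cells, had a wider derived standard error of 0.758. Ifi27 was 36.2% lower than in control tissue, which is a control level 56.7% above that after acrylamide.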

Consistent with the transcriptomic data, Ccl8 (Fig. 7A, 2.47-fold increase, *p* = 4.0E-03), C4b (Fig. 7B, 2.61-fold increase, *p* = 4.3E-03), Col5a1 (Fig. 7C¸ 3.38-fold increase, *p* = 7.9E-03), Ctse (Fig. 7D¸ 6.98-fold increase, *p* = 9.0E-03), Egr1 (Fig. 7E, 15.75-fold increase, p = 9.0E-03), Heg1 (Fig. 7F, 1.90-fold increase, *p* = 8.7E-03) were induced, while Ifi27 (Fig. 7G, 24% decrease, *p* = 1.59E-02) was suppressed following acrylamide exposure (Fig. 7A-G). Genes that were not altered in the transcriptomic dataset, including *Ribosomal protein, large, P0* (*Rplp0, p.adj* = 2.75E-01) were similarly not altered following acrylamide exposure in the qPCR confirmation data (Fig. 7H; Additional file 1, Table A1).

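Rplp0, a protein of the ribosomal stalk, had a fold change of 0.903 in the authors' deposited table, with a derived 95% interval of 0.835 to 0.977. It ranked 34 in control tissue. Scaled to the total of all genes its log2 fold change was 0.03 in place of -0.15, so its direction turned under that scaling. Under the trimmed mean of M values and the upper quartile its fold change was 0.900 and 0.906, close to that deposited. Other ribosomal protein genes passed the test as deposited, with larger decreases: Rps26 had a log2 fold change of -0.30 in the authors' deposited table (derived standard error 0.0527, adjusted p = 1.19e-05) and Rps10 -0.36 (derived standard error 0.0610, adjusted p = 6.48e-06).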

**Fig. 7:**
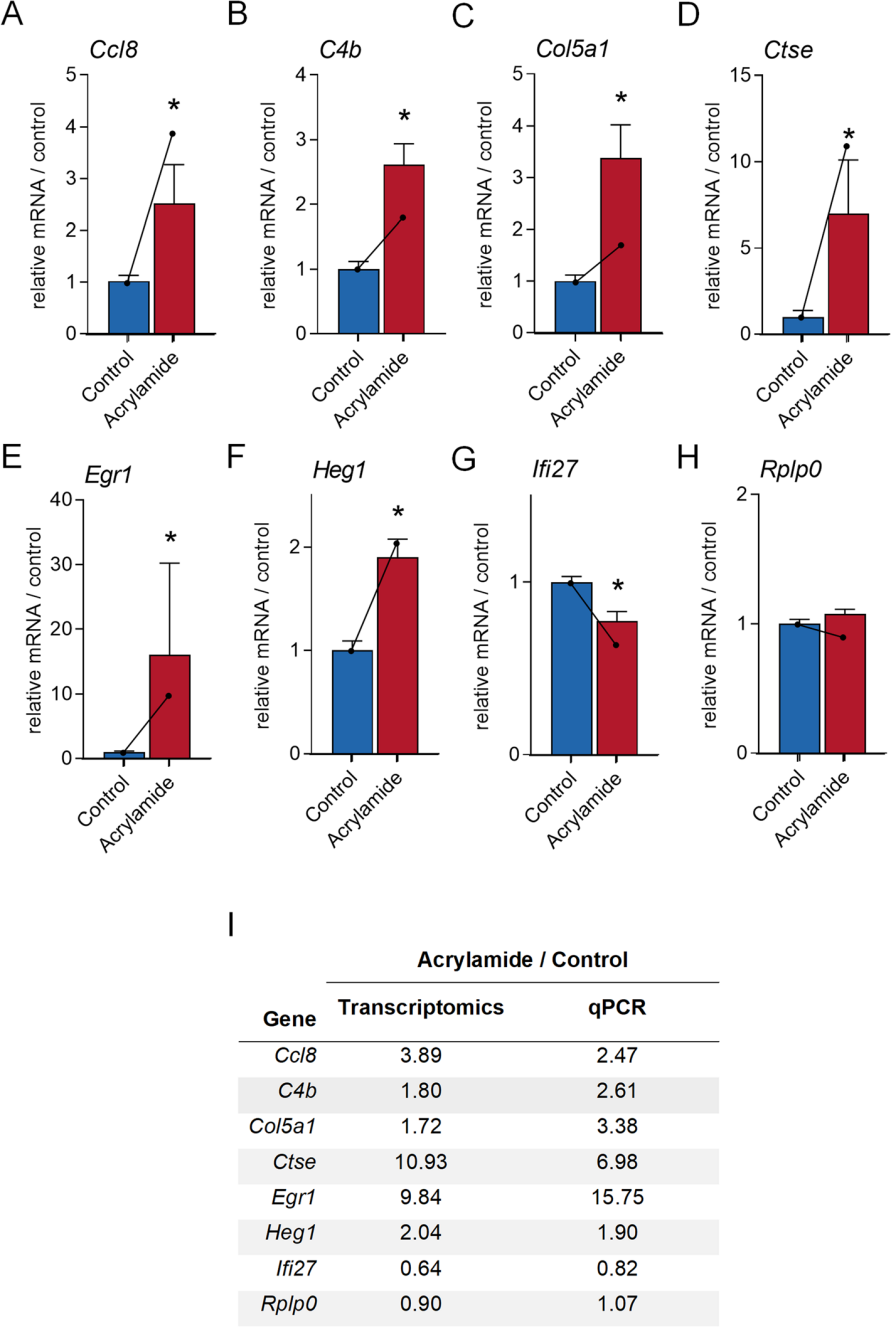
Orthogonal validation of genes differentially regulated following acrylamide exposure in the mouse seminal vesicles. RNA-sequencing data was validated using quantitative PCR on a selection of 8 genes identified in the mouse seminal vesicle transcriptome (*n* = 4–6 individual mice per treatment group). Candidate genes were selected based on those differentially regulated and associated with key canonical pathways and upstream regulators, including **A** *C-C motif chemokine (Ccl8),* **B** *Complement component 4b (C4b),* **C** *Collagen, type V, alpha 1 (Col5a1),* **D** *Cathepsin E (Ctse),* **E** *Early growth response 1 (Egr1),* **F** *Heart development protein with EGF-like domains 1 (Heg1)* **G** *Interferon alpha-inducible protein 27 (Ifi27),* and **H** *Ribosomal protein, large, P0 (Rplp0).* Quantitative PCR data was processed using the delta C(t) method using *Peptidyl-prolyl cis-trans isomerase A (Ppia)* as the reference gene and then normalised to the control group. Data are presented as a column graphs with mean ± SEM values with corresponding transcriptomics data overlaid onto these data using a line graph. qPCR data were analysed by non-parametric Mann Whitney U test. * *p* ≤ 0.05 indicates statistical significance when comparing acrylamide to control. **I** Table of qPCR validated genes showing direct comparison between RNA-sequencing fold-changes and qPCR fold-changes. All graphical components were generated using Prism (version 9.0.0)

### Acute acrylamide exposure alters the expression of seminal vesicle genes that encode secreted proteins

We have recently demonstrated that a major consequence of exposing mice to acrylamide is a reduction in seminal vesicle secretions accompanied by a change in the tissue expression of a subset of secretory proteins [2]. To provide molecular insight into this phenomenon, the curated seminal vesicle transcriptomic data were assessed for evidence of altered expression profiles among the 70 genes encoding secretory proteins (Additional file 1, Table A2). Notably, only one of these genes (*Complement factor b* (*Cfb*, 2.45-fold increase, *p.adj* = 7.04E-02, Fig. 8A) met the fold-change and significance threshold criteria to be considered as dysregulated; a result that was validated by quantitative PCR amplification of *Cfb* (Fig. 8B, 2.1-fold increase, *p* = 7.9E-03). 

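Cfb, which forms the convertase of the alternative complement pathway (identifier 14962, chromosome 17 from 34856374 to 34862514 in mm10), had 222, 66, 53 and 124 reads in the acrylamide libraries and 57, 40, 44 and 28 in the control libraries. This was 108 ± 68.2 against 44.2 ± 10.2 normalised reads (SD, n = 4 each; exact permutation test, p = 0.0571). Acrylamide libraries 1 and 4 held most of the reads, and without library 1 the log2 fold change was 0.81 with an unadjusted p of 0.0553 at the same dispersion. Among 27 complement genes, C3, the central component, had a log2 fold change of 0.61 (derived standard error 0.204), and did not pass the adjusted p of 0.1.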

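All 23 genes of abundant secreted proteins had negative log2 fold changes after acrylamide, and 4 of them passed the adjusted p of 0.1 (7 when adjusted over the list alone). The study named these genes for their abundance in the same libraries. Their median was -0.14, and 95% of random lists matched by level had medians of -0.20 to -0.07. For genes this abundant, such lists drew on the most abundant genes as a whole, most of them of far lower level. They could also draw the 23 genes themselves. The comparison therefore cannot tell whether the 23 genes fell more than genes of similar level. Luminal epithelial markers had a similar median of -0.16 (9 of 11 negative), while all 13 smooth muscle markers were positive (median 0.33). Svs2, the main substrate of the copulatory plug, was 17.0% lower, Svs5 17.7% and Svs4 18.8%. Derived 95% intervals of the fold change in the authors' deposited table were 0.753 to 0.914, 0.745 to 0.910 and 0.736 to 0.895. Dnase2b was 19.0% lower, a fold change with a derived 95% interval of 0.728 to 0.901. Svs1 and Svs3a had log2 fold changes of -0.10 and -0.08 in the authors' deposited table, with derived standard errors of 0.0757 and 0.104, and did not pass. Over the 7 Svs genes the median was -0.16, within the -0.24 to 0.02 of random lists matched by level, with the same limit. The camera test over genes placed the Svs genes (adjusted p = 3.49e-06) and the 23 secreted genes (1.84e-10) lower than other genes. At a preset correlation of 0.1 these were 3.47e-04 and 2.41e-04. Of random lists of similar transcript length, 95% had medians of -0.13 to 0.08 for the 23 genes, whose median lay below. For the Svs genes the range was -0.21 to 0.21, which held their median. The share of the Svs genes in all normalised reads was 62.1% after acrylamide. These genes hold most of the reads and so weigh on a scaling to the total of all genes. Under that scaling the median of the Svs genes was 0.01, still below the 0.18 of all genes. Svs2, Svs5, Svs4 and Dnase2b then had log2 fold changes of -0.09, -0.11, -0.13 and -0.13, and none passed the adjusted p of 0.1. Under the planned scalings, by the trimmed mean of M values and by the upper quartile, the Svs median stayed at -0.17 and -0.16. With the trend with transcript length subtracted, Svs2, Svs5 and Svs4 were at -0.20, -0.22 and -0.23, and none passed.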

Aside from *Cfb*, subtle yet significant reductions were recorded in the expression of genes encoding several of the most abundant seminal vesicle secretory proteins, including *Svs2* (21% decrease, *p.adj* = 2.12E-02)*, Svs5* (21% decrease, *p.adj* = 2.10E-02)*, Svs4* (23% decrease, *p.adj* = 6.88E-03) and *Dnase2b* (23% decrease, *p.adj* = 1.77E-02) (Fig. 8A).

**Fig. 8:**
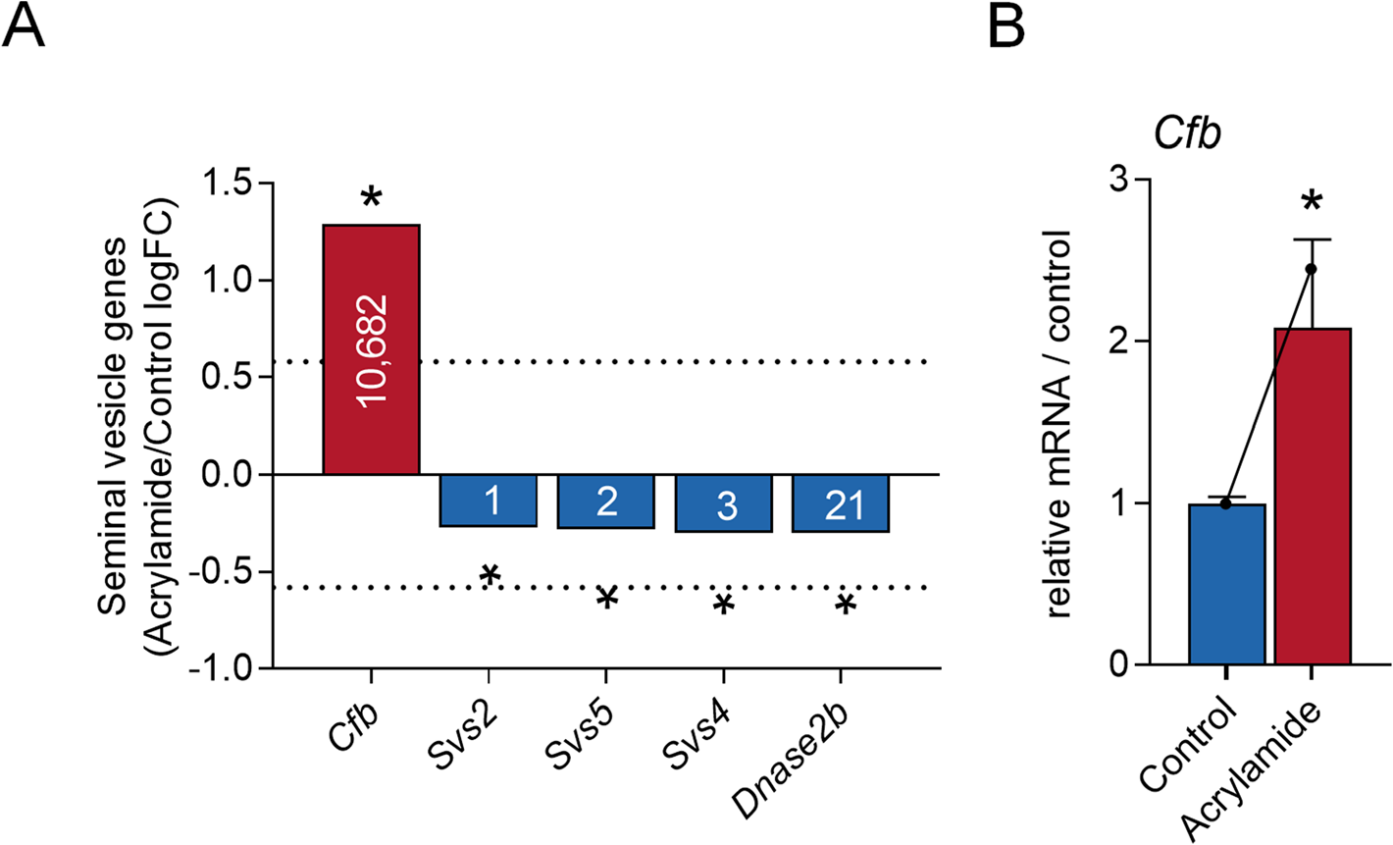
Genes that encode seminal vesicle secreted proteins are dysregulated following acrylamide exposure. **A** Expression of seminal vesicle secreted genes (*n* = 4 individual mice per treatment group) that were identified as statistically significant (adjusted p (*p.adj)* ≤ 0.1 indicated by *) in our transcriptomic analysis. Genes assessed included: *Complement factor b (Cfb)*, *Seminal vesicle secretory protein (SVS)2, SVS5, SVS4,* and *Deoxyribonuclease II beta (Dnase2b)*. Data are presented as column graphs of log fold-change (logFC) with the dashed line indicating the logFC threshold used to identify differentially regulated genes (logFC ≥0.58 or ≤ − 0.58). **B** RNA-sequencing data was validated using quantitative PCR on *Cfb* (n = 5 individual mice per treatment group). Data was processed using the delta C(t) method using *Peptidyl-prolyl cis-trans isomerase A (Ppia)* as the reference gene and then normalised to the control group. Data are presented as a column graphs with mean ± SEM values. Corresponding transcriptomics data is overlaid onto these data using a line graph. Data were analysed by non-parametric Mann Whitney U test. * *p* ≤ 0.05 indicates statistical significance when comparing acrylamide to control

## Discussion

Seminal vesicles are the major accessory gland contributing to seminal plasma in most mammalian species. Their secretions promote reproductive success by assisting sperm delivery to the site of fertilisation and modulating the post-copulatory female reproductive tract environment to promote support of embryo development and implantation [4–7]. Despite the physiological significance of the seminal vesicles, a mechanistic understanding of their fundamental biology is lacking. Accordingly, here we provide the first detailed bioinformatic analysis of transcriptomics data from mouse seminal vesicle tissue and additionally, exploit a well-established acute acrylamide exposure model [2, 25–27] to explore how seminal vesicle genes respond to this reproductive toxicant.

The principal function of the seminal vesicles is to manufacture and secrete bioactive factors, leading to the creation of a complex seminal fluid milieu that promotes reproductive success [9, 24, 48]. Seminal vesicle secretions contain a diverse array of proteins, enzymes, mucus, vitamins, amino acids, ion minerals, flavins, and hormones [10]. Notably, the protein profile of seminal vesicle secretions is dominated by a small subset of highly abundant proteins, and a multitude of lower abundance proteins [11, 31, 48]. Consistent with this, the 15,304 genes detected in the mouse seminal vesicles transcriptome were highly biased toward a small subset of dominant genes. Specifically, the three most abundant seminal vesicle genes (*Svs2*, *Svs5* and *Svs4*) had average TPM expression values equivalent to the entire subset of remaining genes. 

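Svs2, Svs5 and Svs4 together held 50.7% of the normalised reads in control tissue, a ratio of 1.03 to all other genes. Divided by transcript length, they held 63.2%, a ratio of 1.72 to all others with a length. After acrylamide their share of the normalised reads was 47.1%.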

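A few Riken genes were among the 20 most abundant ones. Of these, 9530003J23Rik (identifier 77397, chromosome 10 from 117233753 to 117238681 in mm10) held 0.817% of the normalised reads, and 9530053A07Rik, at rank 17, held 0.299%. For 9530003J23Rik the log2 fold change after acrylamide was -0.22 in the authors' deposited table (derived standard error 0.0822, adjusted p = 0.235). The log2 fold change of 9530053A07Rik, -0.09 in the authors' deposited table, had a far larger derived standard error of 1.18. Pbsn, probasin, a marker of the prostate, also had a large derived standard error of 1.09.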

Reflecting the deficit in knowledge of seminal vesicle genes, as many as 3% of all detected genes were incompletely annotated, including three of the 20 most abundant genes that are listed as Riken genes. Notably, our seminal vesicle transcriptomic data held high conservation (80% identity between transcriptomes) with a recently published seminal vesicle transcriptomic analysis undertaken on adult seminal vesicle tissue from mice exposed to diethylstilbestrol or vehicle control [16]. However, Li et al. [16], focused on the cellular pathways influenced by diethylstilbestrol in seminal vesicle tissue and did not undertake bioinformatics of the genes expressed in this tissue under normal physiological conditions [16].

Genes encoding seminal vesicle secretory proteins [23, 31, 32] were among the most abundant detected in seminal vesicle tissue, with 28% of characterised seminal vesicle fluid proteins encoded by genes detected in the seminal vesicle top 50. Unsurprisingly, seven of the ten most highly abundant genes were identified as members of the *Svs* family, whose presence in seminal vesicle fluid is primarily associated with formation of the copulatory plug [24]. 

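The 10 most abundant genes also held Ceacam10, Pate4 and the predicted gene BGI_novel_G000662. Counted per unit of transcript length, the 9 of them with a known length held 78.2% of the control level. Svs6 (identifier 20945) had a log2 fold change of -0.16 after acrylamide in the authors' deposited table (derived standard error 0.0983) and Svs3b -0.09 (0.0882), and neither passed the test.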

Other highly abundant genes included several encoding well-characterised secretory proteins such as *Sva*, *Pate4, Spinkl*, and *Spink1,* which have established roles in modulation of sperm fertilising ability, copulatory plug formation, sperm motility, and/or sperm capacitation [49–54], with markedly higher expression of these genes observed in the seminal vesicles compared to other tissue types. TGM4 was previously reported to be secreted from the prostate and coagulating gland where it interacts with SVS proteins to facilitate copulatory plug formation [24], and here we extend that finding to show that *Tgm4* genes are also highly abundant in the seminal vesicles, a finding consistent with our recent proteomic analysis [2]. 

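Tgm4, the transglutaminase that crosslinks the copulatory plug (identifier 331046, chromosome 9 from 123034741 to 123067558 in mm10), ranked 23 in control tissue and held 0.102% of the normalised reads. Its log2 fold change after acrylamide was -0.14 in the authors' deposited table with a derived standard error of 1.19, the 95% interval of the fold being 0.181 to 4.53. Msmb, a secreted protein of the prostate, had 2, 0, 83 and 0 reads in the control libraries and 89, 2, 26 and 1 in the acrylamide libraries. The reads of Tgm4 itself could not be resolved per library.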

Another highly abundant gene of note was *Cd52 antigen* (*Cd52*), which although not previously detected in the seminal vesicle fluid proteome [11, 31, 48], has been shown to influence the female reproductive tract immune environment through sialylation of sperm [55].

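Cd52, a small surface glycoprotein of lymphocytes and of the male genital tract (identifier 23833, chromosome 4 from 134093538 to 134095073 in mm10), ranked 18 in control tissue and held 0.265% of the normalised reads. Markers of lymphocytes were far lower: the T cell gene Cd3g ranked 10927 and the B cell gene Cd22 13429. After acrylamide its log2 fold change was -0.22 in the authors' deposited table (derived standard error 0.0967, adjusted p = 0.374).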

Consistent with the view that reproductive hormones are pivotal for seminal vesicle development and function [10, 16, 18, 19, 21], endocrine associated pathways and biological functions were predicted from functional annotation of the seminal vesicle transcriptome. Additionally, RICTOR, a component of the mTORC2 signalling pathway, with well-established roles in protein production and secretion, as well as epithelial cell function [56–64] was predicted as a central upstream regulator of the seminal vesicles. This finding, which aligns with our recent proteomic analyses [2], warrants further consideration of the potentially influential role of RICTOR in seminal vesicle function. Beyond RICTOR, detailed annotation of our combined seminal vesicle transcriptomic and proteomic datasets [2] confirmed a high level of conservation in the predicted functional capacity of the seminal vesicle tissue. In this context, the primary function of the seminal vesicles appears to rest with gene transcription and protein synthesis, presumably allowing this tissue to rapidly initiate cell fate decisions that assist in the maintenance of normal reproductive physiology [65–67].

In recent years, it has been demonstrated that exposure to paternal stressors such as obesity, low-protein diets, and endocrine disrupting compound exposure, have major downstream effects on seminal vesicles and their secretory function [13–16, 68]. These studies build on evidence that the composition of seminal vesicle secretions has important consequences for fertility, fecundity, and offspring phenotype [4, 69]. Indeed, seminal vesicles from diabetic rodents [70] or those subjected to psychological stress in the form of restraint and forced swimming [13], exhibit atrophy and histological abnormalities, characteristic of reduced secretory capacity. Whether a reduction in the volume of seminal vesicle secretions has a physiological consequence remains unknown but, in both rodents and primates, alterations to seminal vesicle secretory capacity has repercussions for a male’s fertility and fecundity [4, 19, 71–73]. To expand molecular understanding of the physiological basis of seminal vesicle responsiveness to environmental factors, we assessed global changes in the seminal vesicle transcriptome elicited by acute challenge with the reproductive toxicant acrylamide [2, 25–27].

Using this model, we have previously demonstrated that the adverse impacts of acrylamide exposure on male reproductive function and fetal development are mediated by effects on sperm quality, whereby acrylamide exposure at any stage of sperm development leads to elevated levels of DNA damage. In contrast, exposure only during epididymal transit causes a substantial increase in fetal loss [25–27]. Our recent data also raise the prospect that paternal stress signals mediated by acrylamide exposure may be due to effects on seminal vesicle physiology and secretory capacity [2]. These combined data suggest that mechanisms independent of sperm DNA damage are responsible for the increased rate of fetal loss observed following acrylamide exposure and position both the epididymis [74–76] and seminal vesicles [2, 4, 15] as key transmitters of paternal exposure load. Here, we demonstrate that acrylamide exposure leads to subtle but potentially important changes in the seminal vesicle transcriptome with the identification of 70 differentially regulated genes resulting from this insult. Functional annotation of the impact of acrylamide on seminal vesicle tissue showed consistency between transcriptomic and proteomic analyses, with biological functions associated with gene/protein synthesis and cellular survival dysregulated following acrylamide exposure [2]. However, a key transcriptomic response that was not obvious in the tissue proteome was the induction of a wide array of immune associated genes, cellular networks, and signalling pathways. This disparity is likely explained by the fact that immune associated proteins, particularly cytokines, are challenging to detect using mass spectrometry due to their low molecular weight and relatively low abundance, necessitating the need for targeted proteomic approaches to detect these molecules [77, 78]. Alternatively, post-transcriptional regulatory mechanisms such as those driven by small RNAs (e.g. miRNA) could contribute to prevent the synthesis of immune associated proteins. Irrespective, immune changes are hallmarks of other cellular models, wherein acrylamide exposure leads to the production of reactive oxygen species and inflammation [79–81]. Indeed, our own studies in the male reproductive tract show that acrylamide exposure leads to the production of reactive oxygen species and the consequent generation of oxidative stress [2, 25, 28, 29, 82], in a manner that would be expected to negatively impact fertility [83]. This is perhaps unsurprising given that the detoxification of acrylamide is initiated via an oxidative catabolic reaction catalysed by the cytochrome P450 (CYP) enzyme CYP2E1, and leading to the formation of a highly reactive glycidamide metabolite [84].

Inflammation plays an important role in cells and tissues to promote phenotypic fluidity in response to injury [85], where the induction of oxidative stress, production of inflammatory mediators, and influx of leukocytes play critical roles in returning the tissue to normal homeostasis [86, 87]. It is therefore noteworthy that several of the differentially regulated genes identified in the IPA analyses, in addition to the predicted upstream regulators (*Csf2*, *Ifng*, and *Fas*), play critical roles in regulation of wound healing and tissue repair [88–90]. For example, IPA identified the upstream regulator *Egr1,* from the EGR family of zinc finger transcription factors, as a potent regulator of the immune response and important modulator of cell growth, differentiation, and survival [91]. Deficiency of members of the *Egr* gene family in the mouse leads to seminal vesicle atrophy [92]. Additionally, genes dysregulated following acrylamide exposure and linked to tissue repair and remodelling included *Ccl8* [93], *C4b* [94], *Col5a1* [95], and *Ido* [96]. Moreover, our IPA analyses identified 25 of dysregulated genes associated with inflammation functions, signalling pathways or disease states.

While there is limited information about the leukocyte profile of seminal vesicle tissue, studies in humans have shown that macrophages and T cells are abundant within this tissue [97, 98]. Similarly, the major leukocyte population in mouse seminal vesicles are macrophages [99]. Notably, dysregulation of signalling pathways involving both macrophages (agranulocyte adhesion and diapedesis) and T cells (T-helper cell differentiation and altered T and B cell signalling) were identified by IPA as prominent cellular responses impacted by acrylamide exposure. Additionally, our data demonstrates that acrylamide activates *Csf2,* a putative upstream regulator that exerts profound effects on the function of several types of leukocytes, including macrophages [100]. While little is known about the roles of T cells in the seminal vesicles, depletion of macrophages has been linked to reductions in seminal vesicle weight and secretory activity [101]; a response that is, at least in part, attributable to reduced circulating steroids [101, 102]. However, given that acrylamide exposure also reduces seminal vesicle secretory capacity [2], these data raise the prospect the macrophages may fulfil a previously unappreciated role in seminal vesicle secretory function. Such findings draw interesting parallels with the function of macrophages in regulating epithelial cell structure, integrity, and secretory activity in other mucosal surfaces, including the mammary gland and uterus [103–105]. It will therefore be of value for future studies to explore the influence of resident immune cells, particularly macrophages, on seminal vesicle biology.

While the functional consequences of the altered immune environment in the seminal vesicles following acrylamide exposure remain to be deciphered, our previous studies have shown that an equivalent treatment regimen causes alterations in the secretory capacity and composition of seminal vesicle secreted proteins [2]. A link between inflammation and the composition of seminal vesicle fluid is biologically relevant as several studies have demonstrated that infection and inflammation cause altered seminal plasma cytokine content in humans [106–109]. An example is IFNG, which is present in seminal vesicle fluid of mice [110] and detected in seminal plasma of humans [109]. IFNG expression is increased in response to reproductive tract infection or microbial dysbiosis [106, 111], and thereafter adversely impacts both sperm function and female immune adaptation for pregnancy [108]. Here, our IPA analysis of the differentially expressed genes identified the complement system signalling as a significant pathway in response to acrylamide. Within this signalling pathway, we observed increased expression of *Cfb*, a complement molecule detected in the seminal fluid of bull [112] and mice [32], which is proposed to mediate interactions between sperm and female reproductive tract neutrophils [113, 114]. Additionally, *DNase2b*, a highly abundant DNase enzyme reduced following acrylamide exposure is also implicated in regulation of sperm neutrophil interactions [115], while reductions in *Svs2, 4–5* may exert influence over copulatory plug formation [24] and sperm survival in the female reproductive tract [71]. While these changes are subtle, they conceivably could influence male reproductive fitness in a manner that has consequences for male competition for reproductive success, as has been postulated in studies on ejaculate composition in the house mouse [6, 11, 23]. Indeed, altered seminal vesicle composition might well contribute to the reduced fecundity and elevated fetal loss that occurs in pregnancies sired by mice after acute acrylamide exposure, that to date has been attributed to the direct impact of acrylamide on sperm-borne stress signals [25–27]. However, whether changes in the abundance of seminal vesicle genes correlate with the secretory profile of their gene product, and the impact of this on the various biological functions of seminal plasma, remain to be determined. Future studies are therefore needed to elucidate the specific impact of acrylamide exposure on seminal vesicle secreted proteins that protect sperm integrity after ejaculation, and cytokines and signalling molecules that interact with the female reproductive tract immune response after mating.

## Conclusions

In summary, here we report the first comprehensive characterisation of mouse seminal vesicle genes under normal physiological conditions as well as defining the response of this tissue to the potent reproductive toxicant, acrylamide. These data add to an emerging body of literature demonstrating that the seminal vesicles, similar to other tissues comprising the male reproductive tract and accessory organs, are sensitive to environmental factors and exposures [4, 6, 7, 15, 68], and respond in a manner that may have consequences for fertility, fetal development and later offspring health. Advancing our mechanistic understanding of seminal vesicle physiology will be crucial for understanding the factors that impinge on seminal fluid composition, and the implications of its perturbation for reproductive success and programming of offspring health.

## Methods

### Ethics approval

All experimental procedures involving mice were conducted with the approval of the University of Newcastle Animal Care and Ethics Committee (approval number A-2017-726) and accorded with the Australian Code of Practice for the Care and Use of Experimental Animals.

### Mice

Male outbred Swiss mice were obtained from a breeding colony held at the University of Newcastle central animal facility and maintained according to the recommendations prescribed by the Animal Care and Ethics Committee. Mice were housed under a controlled lighting regimen (12 h light: 12 h dark) at 21 °C – 22 °C and supplied with food and water ad libitum.

### Chemicals and reagents

All reagents were purchased from Merck (Darmstadt, Germany), unless otherwise specified.

### Acrylamide treatment regimen and tissue collection

Mice (8–12 weeks old) received an intra-peritoneal injection of acrylamide (25 mg/kg body weight) or vehicle alone (phosphate buffered saline (PBS) 137 mM NaCl, 2.7 mM KCl, 8 mM Na_2_HPO_4_, and 2 mM KH_2_PO_4,_ pH 7.4) each morning for five consecutive days following our established method [2, 25]. Mice were euthanised 72 h following the final injection and seminal vesicles were dissected following careful removal of prostate tissue. Seminal vesicle tissue was weighed and washed thoroughly in Tris-buffered saline (TBS, 50 mM Tris-Cl, 150 mM NaCl, in mass spectrometry (MS) grade H_2_O, pH 7.6). Seminal vesicle fluid was removed by gently squeezing seminal vesicle tissue using curved forceps. Tissue was snap frozen in liquid nitrogen and stored at − 80 °C for transcriptomic analysis.

### RNA extraction

Seminal vesicle samples were homogenised using the FastPrep-24 5G homogeniser (MP Biomedicals, Irvine, CA) with the Cool Prep Adaptor (2 × 1 min, 4.0 m/s, at 4 °C) in Trizol reagent (ThermoFisher Scientific, Waltham, MA). Total RNA was extracted using the Trizol RNA method and DNase treated using RQ1 RNase free DNase (Promega, Madison, WI), following the manufacturer’s instructions. RNA was quantified using a NanoDrop Lite Spectrophotometer (ThermoFisher Scientific) and RNA integrity was assessed using an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA with a RIN > 7 was used in this study. Genomic DNA removal was assessed as described [107]. RNA was stored at − 80 °C prior to use.

### Transcriptomics analysis

RNA-sequencing analysis was performed at BGI Genomics (Shenzhen, China) using DNBseq technology. Poly-A libraries were constructed by initially purifying poly-A mRNAs using poly-T oligo attached magnetic beads. Poly-A mRNAs were fragmented using divalent cations and the cleaved RNA was processed through first strand cDNA synthesis using reverse transcriptase and random primers, followed by second strand cDNA synthesis using polymerase I and RNase H. Second strand cDNA was then purified, and DNA nanoballs were generated with the libraries by rolling circle replication and samples were loaded into patterned nanoarrays to generate 100 bp paired end reads through the DNBseq platform. For each library, a minimum of 67 million paired end raw reads were produced (Additional file 2, Fig. A1*C*). All of the generated raw sequencing reads were filtered using SOAPnuke [116] to remove reads with adaptors, reads with more than 0.1% unknown bases, and low-quality reads (more than 40% base quality < 20). Trimmed reads (Additional file 2, Fig. A1*D*)) accounted for > 93.5% total raw reads and were stored in FASTQ format and were initially mapped onto the mouse reference genome (mm10) using Hisat2. Novel genes were predicted using Stringtie [117] and Cuffcompare (Cufflinks tools) [118], and CPC [119] was used to predict the coding potential of novel genes before obtaining a complete reference to be used in downstream analyses by merging coding novel genes with reference genes. Autosomal gene expression levels were calculated using RSEM [120]. To assess the impact of acrylamide exposure on the seminal vesicle transcriptome, differential regulation of genes was assessed between acrylamide and control groups using DEseq2 [121]. Scatter plots of log transformed normalised abundances (Additional file 2, Fig. A1*A-B*) were then generated, and Pearson correlation (r2) were calculated, while global analysis of the data was undertaken to generate a Principal component analysis plot. For a global illustration of protein abundance compared to fold-change, an MA plot was generated using Microsoft Excel.

### Phenotype and seminal vesicle fluid comparisons

The seminal vesicle fluid transcriptome was searched against an exported gene list consisting of the full complement of Mouse Genome Informatics [122] and the International Mouse Phenotyping Consortium [123] datasets to identify those genes expressed in the seminal vesicle that are also associated with either male fertility or seminal vesicle phenotypes. To further complement these analyses, proteomic datasets from three seminal vesicle fluid proteomic characterisation papers [23, 31, 32] were obtained and filtered for proteins identified in 1/3 studies. Proteins that were identified in at least one manuscript were then used to form a list of proteins expressed in mouse seminal vesicle fluid. Seminal vesicle fluid proteins were then mapped to their corresponding mouse genes resulting in a final list of 81 genes. This list was then compared to our seminal vesicle transcriptome. Seminal vesicle gene expression (TPM) was used to determine the ranking order of abundance of genes whose products are secreted into seminal vesicle fluid.

### Comparative transcriptomics analysis

To compare the seminal vesicle transcriptome to previously published mouse transcriptomic analyses, we obtained data from a recent large-scale discovery study of male reproductive tract specific genes [33], which presented data in TPM. These transcriptomic data included testis, spermatogonia, Sertoli cell, caput epididymis, corpus epididymis, cauda epididymis, as well as the transcriptomes of non-reproductive tissues, including adipose tissue, adrenal gland, bone marrow, cerebral cortex, colon, duodenum, heart, kidney, liver, lung, pancreas, skeletal muscle, small intestine and stomach [33, 124–127] and were log2 TPM data collated from Additional file 4, Table S4 in [33]. From our seminal vesicle transcriptome, RSEM calculated autosomal gene expression levels [120] were normalised using the TPM approach [120] and for the comparison to other cell types was similarly converted to log2 values. Due to their abundance in the seminal vesicle transcriptome, we then selected those highly abundant genes whose products are also detected in seminal vesicle fluid proteomic analyses [23, 31, 32] and performed a comparative analysis to determine the expression of seminal vesicle genes across tissue types.

### Ingenuity pathway analysis

Ingenuity Pathway Analysis (IPA) software (Qiagen, Hilden, Germany) was used to analyse the refined seminal vesicle transcriptomic data as previously described [36]. Canonical pathways, upstream regulators, gene networks and disease and function analyses generated using IPA were assessed using; *p*-value that is an enrichment measurement of the overlapping proteins from the dataset in a particular pathway, function or regulator, and; *Z*-score that is a prediction scoring system of activation or inhibition based upon statistically significant patterns in the dataset and prior biological knowledge manually curated in the Ingenuity Knowledge Base [128]. To elucidate the most significant changes in our analyses, we applied a stringency criteria *p*-value ≤0.05 and a *Z*-score of (inhibition) -2 ≤ Z ≥ 2 (activated). Networks of interest were constructed in IPA, organised by subcellular location and redrawn using BioRender software (BioRender, San Francisco, USA).

### Reverse transcription and PCR

Total cellular RNA (1 μg) was reverse transcribed to generate cDNA from 500 ng Oligo (dT) primed RNA in a solution containing 1 × Moloney Murine Leukaemia Virus (M-MLV) reaction buffer, 10 mM dNTPs, 25 U recombinant RNasin Ribonuclease Inhibitor, and 200 U M-MLV Reverse Transcriptase (all Promega Corporation, Madison, WI). For both conventional PCR and quantitative PCR (qPCR), primer pairs specific (Additional file 1, Table A9) for gene sequences were optimised for PCR in validation experiments using control mouse seminal vesicle cDNA. PCR products were visualised on 1% w/v agarose gels using a Bio-Rad Chemidoc MP Imaging System (Bio-Rad Laboratories, Hercules, CA) and sequence specificity was confirmed using Sanger sequencing (Australian Genome Research Facility, Sydney, Australia) of PCR products purified using the Wizard SV Gel and PCR Clean-Up System (Promega Corporation) as per manufacturer’s instructions.

Conventional PCR was performed on control seminal vesicle cDNA (*n* = 4 biological replicates / treatment groups) in duplicate using GoTaq DNA Polymerase (Promega) according to the manufacturer’s instructions on an Eppendorf Mastercycler Pro Thermal Cycler (Merck). Reactions were performed on cDNA equivalent to 100 ng containing PCR primers (Supplemental Table S1). PCR amplification was conducted using the following conditions: 95 °C for 5 min followed by 40 cycles of 94 °C for 45 s, 55 °C to 68 °C (Additional file 1, Table A9) for 45 s and 72 °C for 1 min, with a final extension step of 72 °C for 10 min. PCR products were visualised on 1% agarose gels using a Bio-Rad Chemidoc MP Imaging System (Bio-Rad Laboratories).

qPCR was performed in duplicate from n = 4–6 samples / treatment group using SYBR Green GoTaq qPCR master mix (Promega) according to manufacturer’s instructions on a Roche Light Cycler 96 (Roche Holding AG, Basel Switzerland). Reactions were performed on cDNA equivalent to 10 ng of total cDNA containing PCR primers (Additional file 1, Table A9). PCR amplification used the following conditions: 95 °C for 2 min followed by 40 cycles of 95 °C for 15 s and 58–66 °C (Additional file 1, Table A9) for 1 min. The delta C(t) method [129] was then used to calculate messenger RNA abundance normalised to *Peptidyl-prolyl cis-trans isomerase A* (*Ppia*), which was identified from a subset of reference genes as the most suitable in this experiment using the Bestkeeper reference gene selection algorithm [130].

### Statistical analysis

All analyses in this study were performed using biological replicates of seminal vesicle tissue where a biological replicate is defined as seminal vesicle tissue collected from an individual mouse. Transcriptomic analyses were performed using seminal vesicle tissue collected from n = 4 biological replicates / treatment group. These data were assessed by DESeq2 [121] and genes were defined as differentially expressed when they met the criteria of a fold-change ≥1.5 or ≤ 0.67, and a false discovery rate adjusted *p* value (*p.adj*) ≤ 0.1. For qPCR (n = 4–6 biological replicates / treatment group) confirmation of transcriptomic data, data were initially assessed for normality using the Shapiro-Wilk normality test. Data normally distributed was assessed by unpaired t-test while, data not normally distributed was assessed by a non-parametric Mann-Whitney U test, to detect differences between treatment groups where *p* < 0.05 deemed statistically different. Graphical data, including proportional bar charts, heatmaps, volcano plots and pie charts were prepared using GraphPad Prism version 9.0.0 for Windows (GraphPad Software, San Diego, CA).

## Supplementary Information

**Additional file 1: Tables A1-A9.** This additional file contains all supplemental tables for this manuscript.

**Additional file 2: Figure A1.** This additional file contains supplemental figure A1 for this manuscript.

**Additional file 3: Figure A2.** This additional file contains supplemental figure A2 for this manuscript.

## Data Availability

The data supporting the conclusions of this article are available in the NCBI sequence read archive repository at GSE183632, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183632. Other transcriptomics data used in this study were obtained from [16] with permission from the authors, and accessed from Additional file 4, Table S4 of [33].

How the deposited data were processed for this re-analysis (not part of the article)

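Seminal vesicle tissue of 4 control and 4 acrylamide treated mice (25 mg/kg on 5 days, collected 72 h after the last injection) was sequenced by the authors as poly(A) RNA, and 1 table with values per group was used here. According to the paper, the authors filtered reads with SOAPnuke, mapped them to mm10 with Hisat2, predicted genes with StringTie, Cuffcompare and CPC, and counted with RSEM. The signal columns, as deposited, hold the authors' value per gene and group on the scale of size-factor normalised reads, made with the authors' DESeq2 run and not divided by gene length. In genes with recovered reads, the mean of both group values is the mean of the normalised reads over the 8 libraries, and its division between the groups follows the fitted fold change, so that a group without a read has a value above 0. The fold change, as deposited by the authors, is the ratio of the acrylamide to the control value. The log2 values, as deposited by the authors, are the log2 of that ratio. The p-values and adjusted p-values come from the authors' DESeq2 test, the latter by the Benjamini-Hochberg method over all genes. The -log10 values, as deposited by the authors, are the -log10 of the adjusted p. These relations were checked on all 17258 genes.

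A standard error was derived from each log2 fold change and its p-value as a normal deviate, and 95% intervals from it. Higher and lower genes had a fold change of at least 1.5 or at most 0.67 and an adjusted p of at most 0.1. Lists of pathways and cell type markers were fixed before the table was seen, except those that the study itself chose. Some of the fixed lists also hold genes that the paper names as changed. Each list was counted at the adjusted p over all genes and again adjusted over the list alone, among genes with a mean of at least 1. Lists were tested with camera on preranked deviates (limma 3.58.1 in R 4.3.3) at a preset correlation of 0.01, and again at 0.05 and 0.1. These tests run over genes and not over mice, so their p-values do not measure the spread between mice. Random lists matched by level were drawn 10000 times. At the top of the range they drew on the most abundant genes as a whole, whose levels differ widely.

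Whole reads per library were searched from the digits of the mean of both group values and the fitted fold change, with libraries numbered by size factor within each group. They were compared by exact two-sided permutation tests on log2 values with 1 added, repeated with 0.5 and 5. Genes without a read in 1 group are given as at least a fold from a floor of 3 reads. Transcript lengths came from GENCODE vM21 and positions from a RefSeq annotation. The trend of the log2 fold change with length was taken from genes with a mean of at least 100 in 20 bins, with 10000 bootstrap samples for list medians. The recovery was tested on simulated data, where all reads were right in 300 of 300 genes with a sum under 150 and in 24 of 24 with a sum of 150 to 300. Genes with a sum of 300 to 660, such as Cfb, C4b, Heg1, S1pr1 and Plin2, also used the fitted fold change and were not tested on simulated data. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.

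The planned fits per library, principal components, replicate correlations, a block by replicate and list tests with an estimated correlation were not run, because they need values of all genes per library, and the columns hold groups. Depth per library is therefore not given here, and precision is stated by the derived standard errors. Alternatives were other scalings, minimum levels and thresholds, genes left out, and values divided by transcript length. Genes named in the text are those that the paper names as detected, abundant or changed (their values in the paper were seen beforehand), the 12 higher and 12 lower genes with the smallest p, the 10 most abundant genes in control tissue, and of each list up to 4 members with the smallest p among those past the adjusted p and up to 2 others with the highest level. Genes named outside this rule, such as Egr3, Arc, Fos, Fosb, Lck, Cxcl10 and Msmb, were chosen after their values were seen. Results on some genes of the lists are not reported here.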

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

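All tests below were chosen after the result was seen, except the one over other splits of the libraries.

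Ribosomal protein, oxidative phosphorylation and proteasome genes were lower and matrix genes higher. If transcript length were the whole cause, subtracting its trend should bring each median within 0.05 of 0. The median of the ribosomal list was then -0.17, of oxidative phosphorylation -0.0950 and of matrix 0.324, so length does not account for the whole of these shifts. The proteasome median was -0.0159, as length would predict. The rule cannot exclude length as a part of the cause, and its bootstrap runs over genes and not over mice. The oxidative phosphorylation median had been -0.171, its lower genes went from 4 to 0, and lower ribosomal protein genes went from 51 to 20. A lower share of secretory epithelium cannot be told apart from other causes: 2 of 28 pairs of resident cell types differed at the smallest permutation p, where 0.8 are expected by chance.

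Several genes higher after acrylamide had most reads in 1 or 2 acrylamide libraries. Lymph node tissue in acrylamide library 1 would raise B cell markers like T cell markers, and their ratios to the median of the other 7 libraries were 1.29 and 4.09. B cell markers had 47.6 normalised reads there and 17.5 to 121 in the other 7 libraries. With so few reads and so wide a spread, these ratios cannot exclude lymph node tissue. More lymphatic vessel in acrylamide library 2, which held all reads of Ccl21a, would raise other lymphatic markers above the other acrylamide libraries. They had 172 normalised reads there, the lowest of the acrylamide libraries (211 to 288 in the other 3, a ratio of 0.698 to their median), and 122 to 169 in the control libraries. Reads moved between near-identical copies of Ccl21a cannot be told apart from a change of the gene (exact permutation p = 0.143 for their sum). The fit may set the size of the fold of Ccl21a, since the other 5 genes with all reads in 1 acrylamide library reached a log2 fold change of at most 5.23.

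Some intestinal and Paneth cell genes, such as Itln1, Defa24 and Dmbt1, had reads mainly in control libraries. Of 15 measured, 11 had negative and 4 positive log2 fold changes. The most abundant, Fcgbp and Agr2, were at -0.02 and -0.27 and did not pass. Intestinal RNA in the control libraries is a candidate explanation, since the resolved intestinal genes that the study does not name had a ratio of 0.520 (exact permutation p = 0.0286). Divided by size factors they had 28.41 to 56.37 reads in control and 13.65 to 26.66 in acrylamide libraries. A few reads therefore decide this p. They still hold defensins, such as Defa3 with 12 control reads and none after acrylamide, and so are not fully separate from Defa24. Whether Itln1 and the defensins had a single source cannot be told apart: their ratio differed between control libraries (permutation p = 0.0001, the smallest possible with 10000 resamples), but this covers counting error only, and with 1 library per mouse the design gives no spread between mice or pieces of tissue for that ratio.

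Over the 2392 genes with few reads, 96 had groups that do not overlap. Of all 35 splits of the libraries, 4 gave as many, and the highest other split gave 113, so chance cannot be excluded for this number.

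A single library stood apart, by the share of the range that separates it from the next, in the acrylamide libraries for Ccl21a (1), Egr2 (0.876), immediate early genes (0.883, and 0.880 without the study's genes) and the 27 genes that the study ties to immunity, repair or its regulators (0.833). In the control libraries it stood apart for Parpbp (1), Plin2 (0.942), Samd11 (0.895), apoptosis (0.891), lipid and cholesterol genes (0.901), mesothelium (0.868) and prostate and coagulating gland (0.982), always as the highest, and for cytokines (0.832, and 0.915 without the called genes) and lymphatic markers (0.896) as the lowest. These are 15 of 162 groups of libraries, where 8.1 are expected by chance.

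Adjusted over the list alone, 40 cell cycle genes, 41 extracellular matrix genes, 4 lymphatic markers and 7 smooth muscle markers were higher, of which the paper describes few.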

How the results depend on the processing

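With each group scaled to the total of all genes, which adds 0.17 to every log2 fold change, 451 genes were higher. Scaled to the total without the 7 Svs genes, 91 were higher. The planned scalings changed little: 55 genes were higher and 16 lower under the trimmed mean of M values. Under the upper quartile these were 57 and 15, against 55 and 15 as deposited. At an adjusted p of at most 0.05, 35 genes were higher, and without a fold threshold 135 were higher and 159 lower. Over the 16484 genes with a transcript length, 52 were higher and 11 lower as deposited, and 40 and 8 with the length trend subtracted. With that trend subtracted, 19 of the single named genes passed the adjusted p. Directions turned under the total of all genes for Rplp0 (log2 0.0274) and for the medians of oxidative phosphorylation (0.00373), translation factors (0.0892), proteasome (0.0796), the Svs genes (0.0118), secreted proteins (0.0297), luminal epithelium (0.0159) and secretory machinery (0.120, and 0.00324 under the total without the Svs genes); further medians that turned were those of acrylamide metabolism (0.0490), apoptosis (0.154), endoplasmic reticulum stress (0.0982), NRF2 targets (0.119), mTOR signalling (0.145), nerve and Schwann cells (0.0849), prostate and coagulating gland (0.0873), red blood cells (0.143), germ cells (0.0421) and the targets of conventional PCR (0.174). Of these, apoptosis (0.0372), NRF2 targets (0.00254), mTOR signalling (0.0286), red blood cells (0.0269) and the PCR targets (0.0572) turned also under the total without the Svs genes, and the PCR targets under the upper quartile (0.00323). These turns follow from the scaling itself, which adds the same amount to every log2 fold change. That amount was 0.174 for the total of all genes, 0.0579 for the total without the Svs genes and 0.00391 for the upper quartile. Divided by transcript length, the 3, 10 and 20 most abundant genes held 63.2%, 78.2% and 84.9%. In called genes with whole reads, leave-one-out left from 16 genes (without acrylamide library 1) to 28 (without control library 1) past both thresholds. Both totals, the length trend, known genes only, a control mean above 1, the preset correlations of 0.05 and 0.1 and this leave-one-out, and the lists without the called genes, were chosen after seeing the data. Planned fits per library over all genes, leaving out each replicate, and tests with an estimated correlation were not run, because the columns hold group values. No paired analysis was possible because the columns carry no replicate number.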

Differences from the paper's values

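The level of Pate2 was about 9500 in Fig. 2A, read by eye, and 0.505 in the authors' deposited table on the same scale, a share of all reads times 1e+06, where the gene ranked 12306. It differs also when divided by transcript length (0.286). The other 87 of 88 values compared lie within a factor of 1.5 of the paper's in the main analysis, and some of them are not equal, as given below. Of the levels in Fig. 2A, 14 of 15 lay within a factor of 1.5 of the share of all reads, and 7 of 15 when divided by transcript length.

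The predicted gene BGI_novel_G000662 held rank 6 by normalised reads and is absent from Fig. 2A. Rpsa, lower after acrylamide, ranked 50 in control tissue, where the paper states that no changed gene was among the most highly expressed. A control mean above 150 held for 7696 genes, of which 149 were predicted ones. The 7554 of the paper are the genes that were ready for its pathway analysis at this level, so the sets are not alike. The decreases of Svs2, Svs5, Svs4 and Dnase2b are 17.0%, 17.7%, 18.8% and 19.0% of the control level, and 20.5%, 21.5%, 23.2% and 23.5% when control is expressed over acrylamide, the scale closer to the numbers of the paper. The adjusted p of Bcl6 is 6.25e-06 in the authors' deposited table, with other digits in the text of the paper, and that of Rplp0 is 0.257, which the paper gives once with the same and once with other digits. The decrease of Ifi27 is 56.7% when control is expressed over acrylamide, below the rounded number of the paper. Divided by transcript length, Svs5 and Svs4 ranked above Svs2.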

Other observations

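Beyond the groups above, 1 lipid gene was higher after acrylamide, while lists of the secretory machinery and of acrylamide metabolism held genes in both directions. Of 36 genes of lipid and cholesterol synthesis, Plin2 was higher over all genes and 6 were higher when adjusted over the list alone (median log2 fold change 0.24, camera adjusted p = 4.79e-06). Under the total of all genes 17 were higher and under the total without the Svs genes 4; the reads of the 5 resolved genes overlapped between the groups (exact permutation p = 0.0857, with and without Plin2), and Plin2 stayed past both thresholds in 3 of 8 fits without 1 library, with a log2 fold change of 0.94 without acrylamide library 2. Of 47 genes of the secretory machinery, 3 were lower and 1 was higher (10 and 3 when adjusted over the list alone); under the total of all genes none was lower and 12 were higher. The signal sequence receptor Ssr4 had a log2 fold change of -0.22 (derived standard error 0.0550) and the transcription factor Creb3l2 0.54 (derived standard error 0.135), both from the authors' deposited table. Of 13 genes of acrylamide metabolism, Ggt1, which cleaves glutathione conjugates, was lower at -0.27 (derived standard error 0.0760) and the glutathione transferase Gstm2 was higher (camera adjusted p = 0.308 for the list); under the total of all genes 2 were higher and none lower. Of 11 luminal epithelial markers, Spint2, a protease inhibitor, was lower (5 lower when adjusted over the list alone; 1 higher and none lower under the total of all genes). None of 20 glucocorticoid-responsive genes passed, over all genes or over the list alone, and 2 had an unadjusted p under 0.05; under the total of all genes 4 were higher.

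Of 15 intestinal markers, 3 were lower (6 when adjusted over the list alone), with a median of -1.05. These 3 were Itln1, Defa24 and Dmbt1. The study names them as changed in the same libraries, so the count is not independent evidence. The most abundant members, Fcgbp and Agr2, had log2 fold changes of -0.02 and -0.27 and did not pass. No marker of adipocytes (median -0.27), skeletal muscle (0.30), mesothelium (0.47), basal epithelium (0.13), urothelium (0.01), red blood cells (-0.03), prostate and coagulating gland (-0.09), epididymis (-0.63) or germ cells (-0.13) passed over all genes in the authors' test; 2 basal and 1 skeletal muscle marker had an unadjusted p under 0.05, and 0 of the others; under the total of all genes 3 basal markers were higher and 4 intestinal markers lower. Of the regulators predicted by the paper for control tissue, Myc, Trp53 and Cd38 ranked 2645, 4499 and 2274, while Mlxipl ranked 13657 and Il5 16508.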
